# BIO 300 Attenuates Whole Blood Transcriptome Changes in Mice Exposed to Total-Body Radiation

**DOI:** 10.3390/ijms25168818

**Published:** 2024-08-13

**Authors:** Artur A. Serebrenik, Oluseyi O. Fatanmi, Stephen Y. Wise, Sarah A. Petrus, Michael D. Kaytor, Vijay K. Singh

**Keywords:** BIO 300, countermeasure, irradiation, mice, biomarker, transcriptome

## Abstract

Development of radiation medical countermeasures under the U.S. Food and Drug Administration Animal Rule requires the capability to translate an effective animal-to-human drug dose. One method of human dose translation is using a biomarker and determining drug doses that modulate the biomarker to the desired level. BIO 300 Oral Powder (BIO 300) is a prophylactic radiation medical countermeasure that is currently being developed following the Animal Rule. The present study aimed to identify biomarkers that can be used for human dose conversion by conducting transcriptomics of whole blood collected from BIO 300-treated CD2F1 mice in the presence and absence of total-body irradiation (TBI). Unirradiated mice were treated with vehicle or 50, 100, or 200 mg/kg BIO 300, and irradiated mice were treated with 200 mg/kg or BIO 300 or vehicle prior to TBI. Whole-blood samples were collected after the last dose of the drug and after irradiation. RNA sequencing demonstrated 100 and 200 mg/kg of BIO 300 doses caused significantly more differential gene expression at 48 h after drug dose compared to 50 mg/kg of BIO 300 (7648, 7680, and 55 significantly differently expressed genes, respectively). Interestingly, following TBI, there were no significantly differentially expressed genes between vehicle- and BIO 300-treated mice. Despite the lack of significant changes in gene expression, the transcriptomic profiles in both groups indicated differential changes in signaling pathways. Pathway analysis of the transcriptome profile from vehicle-treated/TBI mice revealed that many inflammatory signaling pathways were activated in these animals. Signaling pathways enriched in BIO 300-treated/TBI mice were involved in cellular stress and immune response and were predicted to be inhibited. In all, four signaling pathways of interest were identified that were differentially enriched in irradiated animals treated with BIO 300: pathogen-induced cytokine storm signaling, S100 family signaling, pulmonary fibrosis idiopathic signaling, and wound-healing signaling. These pathways should be explored to identify potential biomarkers of BIO 300 that can be used for human dose translation.

## 1. Introduction

Individuals exposed to radiation or radiologically contaminated materials are at risk of developing life-threatening acute radiation syndrome (ARS), also known as radiation sickness. The clinical manifestations of ARS are dependent on radiation exposure levels, with damage to the bone marrow occurring at >2 Gy, gastrointestinal (GI) tract at >6 Gy, and neurovascular system at >10 Gy [1]. Bone marrow injury is coupled with neutropenia, leukopenia, and thrombocytopenia and is collectively known as the “hematopoietic subsyndrome of ARS” (H-ARS). Individuals that survive H-ARS often develop the delayed effects of acute radiation exposure (DEARE), which can manifest several months after the initial exposure and typically involve lung injury such as pneumonitis and pulmonary fibrosis [2,3,4]. The GI tract is also especially radiosensitive, and radiation exposure can result in damage to the GI epithelium, resulting in nutrient malabsorption, gut inflammation, and increased gut permeability, leading to translocation of gut bacteria into the blood stream [5]. When coupled with H-ARS, radiation-induced GI damage can lead to potentially fatal sepsis. Following exposure to high radiation doses, neurovascular damage can lead to blood–brain barrier damage, cerebral edema, and hemorrhaging.

There are currently six medical countermeasures (MCMs) approved by the United States Food and Drug Administration (US FDA) that can treat radiation injury. These MCMs include the leukocyte growth factors filgrastim (Neupogen), filgrastim biosimilar (Nypozi), pegfilgrastim (Neulasta), pegfilgrastim biosimilars (Udenyca, Stimufend, Ziextenzo), and sargrasmostim (Leukine); and the thrombopoietin analog romiplostim (Nplate) [6,7,8,9,10,11,12,13,14,15,16,17]. Unfortunately, these MCMs are only indicated to treat H-ARS, specifically radiation-induced neutropenia and/or thrombocytopenia, and they are only effective when given shortly after radiation exposure. During a radiological/nuclear event, first responders and military personnel may become exposed to high doses of radiation, and it is critical that they are protected from the harmful effects of radiation exposure. No radioprotector has yet been approved by the US FDA, although there are several under development [18,19]. BIO 300 Oral Powder (BIO 300) is an MCM that is currently under advanced development as an agent that can prophylactically protect individuals from the deleterious effects of radiation exposure [20]. The active ingredient in BIO 300 is synthetic genistein (5,7-dihydroxy-3-(4-hydroxyphenyl)-chromen-4-one), which functions as a non-steroidal, selective agonist of estrogen receptor beta (ERβ) [21]. BIO 300 has been shown to significantly improve survival in animals and prevent radiation-induced lung tissue damage when dosed orally for 2–6 days prior to lethal TBI [20,22]. Development of BIO 300 is regulated by the FDA Animal Rule, which requires drug efficacy to be established in one or two animal species, safety studies to be conducted in healthy humans, and an ability to bridge the animal effective dose to humans [23]. The Animal Rule lays out several methods for selection of an effective human dose, one of which is a biomarker-based approach. To utilize this approach, a biomarker(s) needs to be identified that is related to the drug’s mechanism of action, and there needs to be the ability to assess drug doses in humans that result in biomarker levels that are also associated with efficacy in animal studies. Recently, we have published transcriptomic changes in response to total- and partial-body gamma irradiation in a rhesus macaque model using lung and jejunum tissues [24,25].

Several studies have been completed in mice and nonhuman primates (NHPs) to assess metabolomic/lipidomic and proteomic biomarkers of BIO 300 [26,27]. Additionally, a phase 1 human safety study of BIO 300 evaluated transcriptomic changes in the whole blood of individuals dosed orally with BIO 300 [28]. Metabolomic and lipidomic analyses of blood samples have shown transient BIO 300-related changes in amino acid metabolites involved in cell health and immunity and metabolites involved in anti-oxidant activity and fatty acid metabolism [26]. However, the magnitude of these changes is often less than 10%, and high intra-group variance makes metabolomic biomarkers difficult to use for human dose selection. Proteomic studies in NHPs have shown BIO 300-related changes in proteins involved in oxidative stress response, innate immunity, and pro-inflammatory cytokine regulation [27]. Furthermore, transcriptomic analyses of whole blood from humans dosed with BIO 300 for six days showed significant changes in genes involved in inflammation, fatty acid metabolism, senescence, and hematopoietic cell regulation [28]. Given that BIO 300’s target, ERβ, acts as a transcription factor, analyses of blood-based gene and protein expression may be promising avenues for identification of a biomarker(s) for human dose selection.

In the present study, transcriptomic changes in the whole blood of CD2F1 mice treated with BIO 300 for six days were evaluated in the presence and absence of lethal TBI. Mice were dosed with three different doses of drug, including a known efficacious dose. Whole blood was collected for RNA sequencing 24–48 h after the last dose of BIO 300 in the absence of irradiation or 24 h after TBI. BIO 300 dose-dependent and TBI-dependent changes in differential gene expression and signaling pathways were profiled. The goal of this study was to identify signaling pathways that are related to BIO 300’s mechanism of action and determine putative biomarkers that can be used for human dose selection. Ideal biomarkers for human dose selection will be modulated by BIO 300 with and without irradiation because they will also need to be detectable in healthy humans.

## 2. Results

### 2.1. Profiling Whole-Blood Differential Gene Expression and Changes in Signaling Pathways in BIO 300-Treated Mice

Whole blood samples for RNA sequencing (RNAseq) were collected from mice on Day 0 and Day 1 (Figure 1). 

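The samples were whole blood from 60 male CD2F1 mice in 10 groups of 6, each mouse bled once at the end of the study. Vehicle and BIO 300 at 50, 100 and 200 mg/kg were sampled on Day 0, 24 h after the last dose, and again in other mice on Day 1, 48 h after the last dose. Irradiated mice given vehicle or 200 mg/kg BIO 300 received 9.2 Gy TBI on Day 0 and were sampled on Day 1, 24 h after irradiation. The paper's methods describe stranded total RNA libraries depleted of ribosomal and globin RNA, whereas the labels of the deposited samples name poly(A) selection. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and deposited the number of uniquely assigned reads on each of 49315 genes, without normalization, together with a table of DESeq2 results for each of 10 pairs of groups. Counts per mouse summed to between 15099415 and 45589415, with a median of 24877993.5. The total counts had medians of 24194955.5 (15099415 to 25211167) in vehicle-treated mice on Day 0 and 24992928.5 (22605827 to 32949547) on Day 1. On Day 0 the medians were 25068480.5 (16962659 to 27313064) at 50 mg/kg, 22587456.5 (20432206 to 26407081) at 100 mg/kg and 25323958 (22348126 to 28505535) at 200 mg/kg. The corresponding Day 1 medians were 25105062.5 (21247249 to 30445343), 21368473.5 (17187608 to 45589415) and 25948011 (18332440 to 38337851). In irradiated mice they were 25050210.5 (21760205 to 28091646) with vehicle and 30012299 (22188321 to 38551640) with 200 mg/kg BIO 300. Each pair of groups was fitted separately with edgeR's quasi-likelihood test after TMM normalization, on genes with at least 10 counts summed over its 12 mice. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds in the paper's methods. Gene expression is given as CPM on the TMM scale of the 12 mice compared, so that the mean of 1 group can differ between comparisons. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic.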

Comparisons between treatment groups for significant DEGs ranged from no observed DEGs to several thousand significant DEGs depending on the comparison groups (Table 1). 

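Over the 10 comparisons of Table 1, edgeR's test called between 0 and 11563 DEGs among 23513 to 25146 genes tested. Of these comparisons, 5 gave DEGs, and each of those counts was larger than in every other of 100 random splits of the same 12 mice. The remaining 5 comparisons gave 0 DEGs with edgeR, and DESeq2's Wald test on the same genes called 0 to 68. With edgeR, 688 to 4458 genes had an unadjusted p under 0.05. Without any effect, a share of 0.05 of the genes tested would have such a p on average. The count of 688 is below that share and 4458 above it. The largest counts depended on the settings. In the comparison of 200 mg/kg with vehicle on Day 1, edgeR's stricter low-count filter (filterByExpr) left 15204 genes, of which 7628 were DEGs. Libraries scaled by total counts gave 16119 DEGs in the same comparison. Total counts in place of TMM, a scaling added after the other values were seen, moved the median log2 fold change of the genes by -1.48 at 200 mg/kg and -1.38 at 100 mg/kg on Day 1, by 0.66 at 50 mg/kg on Day 0 and by -0.36 and -0.16 for irradiated, vehicle-treated mice against Day 1 and Day 0. The direction of many changes at these doses therefore depends on the scaling.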

BIO 300 dose-dependent effects on gene expression and signaling pathways were profiled. 

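At 50 mg/kg on Day 0, 1103 of 24485 genes were DEGs relative to vehicle-treated mice on Day 0, of which 31 were higher and 1072 (97.2%) lower in BIO 300-treated mice. With each of the 12 mice left out in turn, the count lay between 818 (without mouse 3, 50 mg/kg) and 1413 (without mouse 14, vehicle). Among DEGs with a mean of at least 10 CPM in 1 group and no overlap between the groups, the 3 largest changes were decreases. Gm25732 (ENSMUSG00000092909) averaged 4.76 ± 2.27 CPM (SD, n = 6) at 50 mg/kg and 29.4 ± 10.2 CPM (SD, n = 6) with vehicle, a log2 fold change of -2.63 (standard error 0.34, adjusted p = 0.00255). Gm15564 fell by 2.46 and Mir6236 fell by 2.26 on the log2 scale, with the same adjusted p. At 100 and 200 mg/kg, the largest counts at either time point were 11563 and 11241 DEGs. The 50 mg/kg mice were not compared directly with the mice at the higher doses. The balance of directions at 50 mg/kg depended on the scaling. Scaled by total counts, 2870 genes were DEGs, 2563 higher and 307 lower, and 295 of the 1103 DEGs were called in the same direction. Gm25732 (-1.97), Gm15564 (-1.81) and Mir6236 (-1.59) remained lower.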

There were substantially fewer significant DEGs detected in animals that received 50 mg/kg/day of BIO 300 compared to those that received 100–200 mg/kg/day (Table 1). 

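On Day 1, edgeR called 0 DEGs among 24118 genes between mice given 50 mg/kg and vehicle-treated mice, with a smallest adjusted p of 0.0231. An unadjusted p under 0.05 was found for 4458 genes, and DESeq2 called 68 DEGs, 43 higher and 25 lower. The edgeR count was 29 without mouse 27 (vehicle) and 59 without mouse 36 (50 mg/kg). Whether the 50 mg/kg effect differed between the time points was tested as an interaction in a fit of the 24 mice. It called 2025 genes, of which 1772 had a higher and 253 a lower log2 fold change on Day 1 than on Day 0. Scaling by total counts gave 395 higher and 10182 lower, so that the direction depended on the scaling.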

The majority of significant DEGs observed in the 50 mg/kg/day group were detected on Day 0, 24 h after the last dose of BIO 300, and few DEGs were identified on Day 1, 48 h after the last dose. This observation also extended to modulated signaling pathways on Day 0 and Day 1 for this dosing group (Supplementary Figure S1). 

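On Day 1, mice given 200 mg/kg differed from vehicle-treated mice in 11241 of 23513 genes, 4073 higher and 7168 lower. At 100 mg/kg the count was 11563 of 23699, 4314 higher and 7249 lower. When libraries were scaled by total counts instead of TMM, 712 genes were higher and 15407 lower at 200 mg/kg, and 980 higher and 14735 lower at 100 mg/kg. Of the DEGs with TMM, 7880 and 8229 were called in the same direction with both scalings. Total counts moved the median log2 fold change by -1.48 and -1.38, so that genes lower with TMM stayed lower. These 2 numbers therefore do not test the scaling. Leaving out each mouse in turn gave 10380 to 11845 DEGs at 200 mg/kg and 10905 to 11971 at 100 mg/kg. The number of genes with a count also differed, although total counts overlapped. It was 17162 to 19361 per mouse at 200 mg/kg, 18337 to 20941 at 100 mg/kg and 24167 to 25243 with vehicle on Day 1. Every mouse outside these 2 treated groups had at least 21137. Whether BIO 300 or the libraries lowered this number was not tested. Among DEGs with a mean of at least 10 CPM in 1 group and no overlap between the groups, Gm24245 (ENSMUSG00000087943) had the largest change at 200 mg/kg, from 1.55 ± 0.227 to 24.2 ± 7.29 CPM (SD, n = 6 in each), a log2 fold change of 3.96 (standard error 0.20, adjusted p = 1.8e-08). Gm42870 came next, with a log2 fold change of -3.71. By the same rule, A130071D04Rik had the largest change at 100 mg/kg, from 26.3 ± 2.25 to 1.40 ± 0.905 CPM (SD, n = 6 in each), a log2 fold change of -4.24. The difference between the Day 1 and Day 0 effects, tested as an interaction in fits of 24 mice, was past the same thresholds for 9437 genes at 200 mg/kg and 10890 genes at 100 mg/kg. Of 100 permutations of treatment within time points, the real one included, 1 at 200 mg/kg and 2 at 100 mg/kg gave as many genes. The share of counts on Gm26917, a noncoding RNA gene on chromosome 17, averaged 7.30% in vehicle-treated mice on Day 1 (5.32% to 8.77%), 0.287% at 100 mg/kg (0.134% to 0.454%) and 0.400% at 200 mg/kg, where mouse 43 had 1.46% and the other 5 mice 0.0562% to 0.390%.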

The opposite pattern was observed for the 100 and 200 mg/kg/day groups where almost no significant DEGs were detected on Day 0, but over 7000 DEGs were reported on Day 1. Interestingly, the 100 and 200 mg/kg/day groups shared over 90% of the same significant DEGs on Day 1, and 17 of the top 25 activated/inhibited signaling pathways for each dosing group were the same (Figure 2, Supplementary Figure S2).

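The lists of 11241 DEGs at 200 mg/kg and 11563 DEGs at 100 mg/kg had 9600 genes in common, 1 of them with opposite directions. They made up 85.4% of the 200 mg/kg list, 83.0% of the 100 mg/kg list and 72.7% of the genes on either list. Log2 fold changes at both doses had a Pearson correlation of 0.85 across 23207 genes, which are not independent replicates. Both lists rest on the same 6 vehicle-treated mice. With 3 of these mice compared with each dose, 7407 DEGs were shared, 80.5% of the 200 mg/kg list and 73.7% of the 100 mg/kg list, and the correlation was 0.71. That random split placed the odd-numbered mice 25, 27 and 29 with 200 mg/kg and the even-numbered ones with 100 mg/kg. Over all 20 ways to split the 6 mice, 7369 to 7624 DEGs were shared, 72.9% to 85.9% of the 200 mg/kg list and 69.2% to 80.7% of the 100 mg/kg list, with correlations of 0.69 to 0.85. In 20 simulations without any treatment effect, both doses were drawn around the mean of the same 6 vehicle-treated mice and compared with them. No DEG was shared and the mean correlation was 0.12. This leaves out the error of the control mean that both doses share. Neither value therefore gives the level that shared controls alone would produce. The largest shares came from the filterByExpr lists, at 89.7% and 90.3%.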

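On Day 0, edgeR called 0 DEGs at 200 mg/kg among 23795 genes and 0 at 100 mg/kg among 24000 genes. An unadjusted p under 0.05 was found for 2145 and 726 genes, and DESeq2 called 2 DEGs at each dose. The smallest adjusted p was 0.546 at 200 mg/kg and 0.368 at 100 mg/kg, and leaving out any 1 mouse gave 0 DEGs as well. In counts simulated from the mice of the 200 mg/kg comparison, edgeR recovered 86% of 200 genes with known changes. These changes were all clearly past a log2 fold change of 1 in size and only in genes with a mean count of at least 10. Smaller changes and weakly expressed genes were not simulated. The genes past an absolute log2 fold change of 1, which the paper used for pathway analysis whatever their p, numbered 2293 at 200 mg/kg and 2294 at 100 mg/kg. Of these, 394 and 340 had an unadjusted p under 0.05. Most were weakly expressed, and among genes with a mean count of at least 10, 839 and 854 were left.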

While only three genes met the significant DEG cutoff criteria (adjusted *p* < 0.05; absolute log2 fold change > 1), there were a number of signaling pathways that were significantly modulated (*p* < 0.05; absolute z-score > 2) in the 100 and 200 mg/kg/day groups on Day 0. 

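The 2293 genes past an absolute log2 fold change of 1 at 200 mg/kg on Day 0 comprised 420 that were higher and 1873 that were lower than in vehicle-treated mice. In a fit of genes with a mean count of at least 10 only, 21 were higher and 818 lower. The decreases depended on mouse 17 of the vehicle group, whose library held 6450.9 CPM of Alb, the gene of serum albumin (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602). In the other 5 vehicle-treated mice, Alb was at most 1.25 CPM. Leaving out each of the 15 pairs of vehicle-treated mice gave, in fits of all tested genes, between 8 and 1060 genes with a mean count of at least 10 and a log2 fold change under -1. Among 38 collagen genes, the median log2 fold change was -0.57 with all mice and between -0.92 and -0.05 over the 15 pairs.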

The majority of the top 25 significantly modulated pathways in the 200 mg/kg/day group on Day 0 had predicted pathway inhibition (Figure 2A). In contrast, the majority of the top 25 significantly modulated pathways in this group on Day 1 were predicted to be activated (Figure 2B).

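On Day 1, 13573 genes were past an absolute log2 fold change of 1 at 200 mg/kg, 4851 higher and 8722 lower than in vehicle-treated mice, and 11775 of them had an unadjusted p under 0.05. A mean count of at least 10 left 7850, of which 3601 were higher and 4249 lower. Lists of cell type marker genes moved in different directions. On the log2(CPM + 1) scale, the mean of 7 platelet genes was 11.0 ± 0.332 at 200 mg/kg and 7.99 ± 0.354 with vehicle (SD, n = 6 in each). The mean of 4 haemoglobin genes was 13.8 ± 0.650 and 11.4 ± 0.192 on this TMM scale. By contrast, 8 B cell genes averaged 5.74 ± 0.586 at 200 mg/kg and 7.57 ± 0.253 with vehicle, and 8 T cell genes averaged 3.70 ± 0.671 and 5.48 ± 0.132. In each of these 4 lists all 6 treated mice lay on one side of all 6 vehicle-treated mice (2-sided exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow, and 0.0104 after Benjamini-Hochberg adjustment over 264 tests). The sizes depended on the scaling. Total counts in place of TMM gave differences from vehicle of 1.58 for platelet, -3.25 for B cell and -3.09 for T cell genes, again without overlap, and of 0.92 for haemoglobin genes, where the groups overlapped (2-sided exact permutation test, p = 0.00433, 0.0168 after adjustment). Haemoglobin genes took 16.1% of the counts at 200 mg/kg and 10.0% with vehicle.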

Of note, the only pathway that was oppositely regulated between these two data sets was tumor microenvironment signaling, which was predicted to be inhibited on Day 0 and was predicted to be activated on Day 1 (not shown in Figure 2B, as it was a top 100 pathway). 

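At 100 mg/kg on Day 0, 372 genes had a log2 fold change over 1 and 1922 under -1 relative to vehicle-treated mice, or 6 and 848 with a mean count of at least 10. Over the 15 pairs of vehicle-treated mice left out, the decreases among genes with a mean count of at least 10, in fits of all tested genes, numbered between 28 and 1058. On Day 1 the same limits held 14112 genes, 5673 higher and 8439 lower, or 4103 higher and 4096 lower with a mean count of at least 10. The platelet list was higher by 2.90, and the B cell list differed by -1.62 from vehicle on the log2(CPM + 1) scale, or by 1.56 and -2.93 with total counts in place of TMM.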

Similar trends in pathways predicted to be inhibited versus activated were observed in the 100 mg/kg/day group (Supplementary Figure S2).

### 2.2. BIO 300 Attenuated Radiation-Induced Transcriptome Changes

Profiling gene expression differences between vehicle and BIO 300-treated animals that were exposed to radiation revealed distinct differences in signaling pathway networks. In the comparison of the transcriptome profile of vehicle treated animals on Day 1, 24 h after 9.2 Gy TBI to the profile of nonirradiated, vehicle-treated animals on Day 0 (24 h after the last dose) or Day 1 (48 h after the last dose) showed significant activation of radiation-response-related signaling pathways in animals exposed to radiation, such as acute phase response signaling, pulmonary fibrosis idiopathic signaling, thrombin signaling, complement system, and interleukin 8 (IL-8) signaling, which were all present in the top 25 enriched pathways (Figure 3A).

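Vehicle-treated mice 24 h after TBI differed in 9042 of 25146 genes from vehicle-treated mice on Day 1 (7852 to 9693 with each mouse left out) and in 6667 of 24751 genes from those on Day 0 (5785 to 7862). Among DEGs with a mean of at least 10 CPM in 1 group and no overlap between the groups, the 3 largest changes relative to Day 1 were decreases of lymphocyte genes. Ccr6 (ENSMUSG00000040899) averaged 0.232 ± 0.130 CPM after TBI and 21.8 ± 5.31 CPM without (SD, n = 6 in each), a log2 fold change of -6.51 (standard error 0.37, adjusted p = 7.3e-07). Cd8b1 had a log2 fold change of -6.57 and Ighd of -6.20, and the same genes led the comparison with Day 0. A list of 12 p53 target genes rose from 3.42 ± 0.0627 to 5.40 ± 0.0967 on the log2(CPM + 1) scale (SD, n = 6 in each), the list of 8 neutrophil genes rose by 2.01, and the B cell list differed by -3.55. The values of irradiated and unirradiated mice did not overlap in any of these 3 lists.

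Liver transcripts differed widely between mice within the irradiated group. Alb was at 16057.1 CPM in mouse 51 and 3447.0 CPM in mouse 49, and at most 0.0837 CPM in the other 4 irradiated, vehicle-treated mice. Over 16 hepatocyte genes, the irradiated group averaged 3.33 ± 4.84 and vehicle-treated mice on Day 1 averaged 1.40 ± 2.50 on the log2(CPM + 1) scale (SD, n = 6 in each), a difference within the spread between mice. In 9 of the 10 groups of the study, at least 1 mouse had 10 or more of these 16 genes above 10 CPM.

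**Figure D1:**
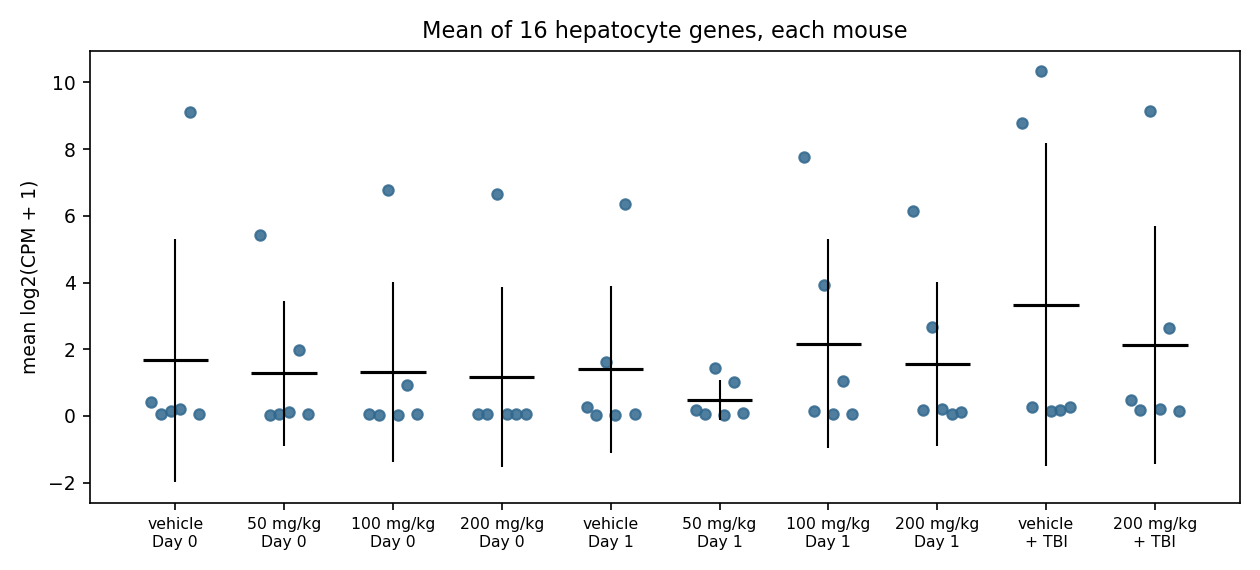
Mean log2(CPM + 1) of 16 hepatocyte genes in each mouse, by group. Points are mice, horizontal bars group means and vertical bars SD (n = 6). The highest mouse lies at 10.33 in the irradiated, vehicle-treated group, and the median of every group is at most 0.60.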

Additional radiation-response-related pathways that were outside of the top 25 but still significantly activated (*p* < 0.05; z score > 2) in the vehicle-treated/radiation-exposed animals included pathogen-induced cytokine storm signaling, transforming growth factor-β (TGF-β) signaling, production of nitric oxide and reactive oxygen species in macrophages, and IL-1 signaling. The majority of signaling pathways significantly modulated in BIO 300 (200 mg/kg)-treated/TBI animals were inhibited, including those pathways that were activated in vehicle-treated animals such as acute phase response signaling, pulmonary fibrosis idiopathic signaling, and LXR/RXR activation (Figure 3B). 

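Comparing irradiated mice with and without BIO 300 pretreatment (200 mg/kg), 3259 genes had an absolute log2 fold change over 1, 1331 higher and 1928 lower. Of these, 583 had an unadjusted p under 0.05. The direction of the set depended on single mice. Without mouse 57 of the BIO 300 group, whose library held 5623.1 CPM of Alb, 538 genes were higher and 4374 lower. Without mouse 51 of the vehicle group, 2261 were higher and 545 lower. In the fit of all tested genes, 490 of those with a mean count of at least 10 had a log2 fold change over 1 and 963 under -1. Over the 15 pairs of vehicle-treated mice left out, counted in the same way, the increases numbered 483 to 2550 and the decreases 34 to 1633. The 16 hepatocyte genes had a median log2 fold change of -1.45 with all mice and between -2.04 and 12.55 over the 15 pairs. At the level of whole lists, 1 of 22 marker lists differed between the groups. The p53 target list was 5.62 ± 0.128 with BIO 300 and 5.40 ± 0.0967 with vehicle (SD, n = 6 in each, 2-sided exact permutation test, p = 0.00866, 0.0322 after adjustment over 264 tests). Scaled by total counts, the difference was 0.03 (2-sided exact permutation test, p = 0.946 after adjustment).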

No pathways were identified in the radiation-exposed vehicle and BIO 300 (200 mg/kg) groups that were significantly modulated in the same direction; *p* < 0.05 and absolute z score > 2 in both groups.

In the comparison of the categories of pathways enriched in animals exposed to radiation after vehicle or BIO 300 treatment, it was evident that there was a higher abundance of significantly enriched (*p* < 0.05 and absolute z score > 2) pathways in vehicle-treated/radiation-exposed mice (Figure 4). Inhibited pathways in BIO 300-treated/radiation-exposed animals were associated with pathway categories including cellular immune response; cytokine signaling; cellular stress and injury; and cellular growth, proliferation, and development (Figure 4A, Supplementary Table S1). Conversely, in vehicle-treated/radiation-exposed animals, these pathway categories were also enriched, but with activated signaling pathways (Figure 4B, Supplementary Table S2).

### 2.3. Identifying Putative Biomarkers of BIO 300 for Human Dose Selection

Ideal biomarkers for human dose selection are modulated in the same direction by BIO 300 in both normal and radiation-exposed animals. To identify putative biomarkers specifically modulated by BIO 300 in the presence and absence of TBI, significantly regulated signaling pathways were compared between BIO 300 (200 mg/kg)-treated animals on Day 0 and Day 1 and BIO 300 (200 mg/kg)-treated animals exposed to radiation on Day 1. Signaling pathways were also compared between Day 0 and Day 1 of vehicle treated animals with and without TBI with the assumption that signaling pathways affected by radiation should be modulated in the same direction (activation or inhibition) on Day 0 and Day 1. Results indicated that only two pathways were significantly (absolute z-score ≥ 2) activated in vehicle-treated/radiation-exposed animals and significantly inhibited in BIO 300 (200 mg/kg)-treated animals with and without TBI (Figure 5).

These pathways were two inflammatory signaling pathways: pathogen-induced cytokine storm signaling and S100 family signaling. Both of these pathways were unchanged from Day 0 to Day 1 in the vehicle-treated animals that were not exposed to radiation. 

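In unirradiated, vehicle-treated mice, edgeR called 0 DEGs among 24375 genes between Day 1 and Day 0, with a smallest adjusted p of 0.204 and an unadjusted p under 0.05 for 3007 genes. DESeq2 called 37, 1 higher and 36 lower on Day 1. None of the 70 genes tested from those the paper names and their families was called. S100b had a log2 fold change of 0.48 (standard error 0.68, adjusted p = 0.793), and the 6 toll-like receptor genes lay between -0.37 and 0.40. Larger shifts in Egfr (-3.03) and C3 (-2.37) came from 1 mouse, and without mouse 17 of the Day 0 group they were 3.54 and 0.69.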

Predicted activation of S100 pathway signaling in irradiated, vehicle-treated animals and predicted inhibition with irradiated, BIO 300-treated animals was likely driven by a log2 fold change in gene expression > 2 for the *S100B* gene in both vehicle comparison groups and by a −2 log2 fold change in irradiated, BIO 300-treated animals (Supplementary Table S3). 

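S100b (ENSMUSG00000033208) lies on chromosome 10 of GRCm38 from 76253853 to 76261159 on the forward strand and encodes a calcium-binding protein. It averaged 0.652 ± 0.799 CPM in irradiated, vehicle-treated mice and 0.168 ± 0.123 CPM in unirradiated, vehicle-treated mice on Day 1 (SD, n = 6 in each), a log2 fold change of 1.98 (standard error 0.82, adjusted p = 0.0634). With DESeq2 it was 2.07 and called (adjusted p = 0.0327). The medians of the same groups were 0.181 and 0.165 CPM. Relative to vehicle-treated mice on Day 0 the log2 fold change was 2.48 (standard error 0.90, adjusted p = 0.0462), and it was not called with total counts in place of TMM (2.64, adjusted p = 0.0637). Irradiated mice given 200 mg/kg BIO 300 averaged 0.132 ± 0.118 CPM and irradiated, vehicle-treated mice 0.556 ± 0.691 CPM (SD, n = 6 in each), a log2 fold change of -2.03 (standard error 0.94, adjusted p = 1.00). Without irradiation, 200 mg/kg BIO 300 on Day 1 gave a log2 fold change of 0.33 (standard error 0.88, adjusted p = 0.767), which was -2.65 without mouse 43 and -0.95 with total counts in place of TMM.

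The irradiated, vehicle-treated mice with the 2 highest values were 49 (1.38 CPM) and 51 (1.47 CPM), and the other 4 lay between 0.0741 and 0.167 CPM when all 60 mice were scaled together. Mice 49 and 51 also had 6 of 8 adipocyte genes and all 16 hepatocyte genes above 10 CPM. In the BIO 300 group, mouse 59 had 6 of 8 adipocyte genes above 10 CPM as well, with S100b at 0.363 CPM. Leaving out each of the 15 pairs of irradiated, vehicle-treated mice gave a log2 fold change between BIO 300 and vehicle of -2.54 to 0.32, with 1 of the 15 values above 0.

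**Figure D2:**
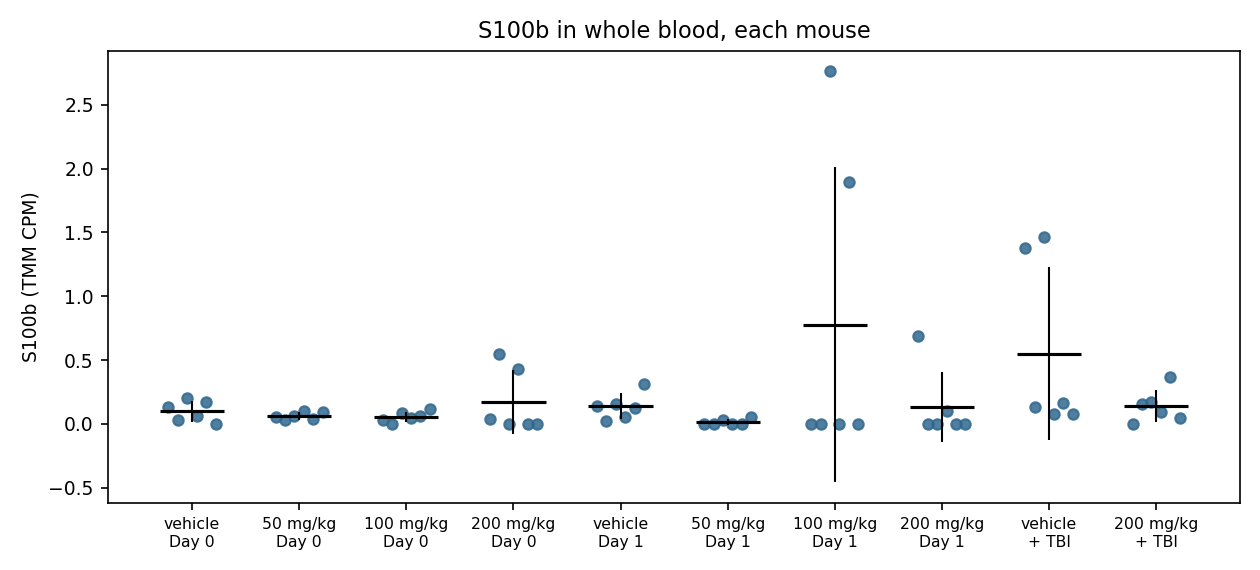
S100b expression in each mouse, in CPM with all 60 mice on one TMM scale. Points are mice, horizontal bars group means and vertical bars SD (n = 6). Values above 1 CPM occur in mice 39 and 41 at 100 mg/kg on Day 1 (2.76 and 1.89) and in mice 49 and 51.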

Downregulation of S100 proteins likely had radioprotective effects, as the S100 proteins are mediators of inflammatory response due to various stimuli and S100B has been previously shown to be upregulated in response to irradiation [29,30]. Similar results were reported for *EGFR* and *FGFR* family members 1–4, two cell-surface receptors that are activated by *S100B*. 

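Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158) averaged 72.7 ± 143 CPM in irradiated, vehicle-treated mice and 4.84 ± 10.8 CPM in vehicle-treated mice on Day 1 (SD, n = 6 in each), a log2 fold change of 3.91 (standard error 2.05, adjusted p = 0.129). The medians were 0.565 and 0.582 CPM. Of the 4 Fgfr genes, edgeR called Fgfr1 alone, with a log2 fold change of 3.31 (standard error 1.14, adjusted p = 0.0308) that was 1.18 without mouse 51. Fgfr2, Fgfr3 and Fgfr4 had log2 fold changes of 4.34, 3.26 and 4.47 (adjusted p = 0.0828, 0.0606 and 0.0867). The calls moved with the setting. DESeq2 also called Egfr (adjusted p = 0.0423) and Fgfr3 (adjusted p = 0.0172), the fit of all 60 mice called all 4 Fgfr genes, and with a term for odd or even mouse numbers Fgfr1 was not called (1.94) while Fgfr2 was (4.29). Relative to Day 0, the 5 genes lay between 0.85 and 3.03, and Fgfr1 alone was called (adjusted p = 0.0485, but 0.0543 with total counts in place of TMM). In irradiated mice, BIO 300 relative to vehicle gave log2 fold changes of -1.98 for Egfr, -0.80 for Fgfr1, -2.97 for Fgfr2, -2.12 for Fgfr3 and -2.17 for Fgfr4, none of them a DEG. The standard errors lay between 1.42 for Fgfr1 and 2.09 for Egfr. Over the 15 pairs of irradiated, vehicle-treated mice left out, the median of the 5 genes ranged from -2.69 to 4.63. In unirradiated mice on Day 1, 200 mg/kg BIO 300 lowered Fgfr1 (log2 fold change -1.68, adjusted p = 0.00128), and the other 4 genes lay between -0.65 and -0.21. Total counts in place of TMM put Fgfr1 at -3.19 and the others, uncalled, between -2.08 and -1.44.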

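Relative to vehicle-treated mice on Day 1, irradiated, vehicle-treated mice had higher levels of Tlr2, Tlr4, Tlr5, Tlr6 and Tlr8, each a DEG. Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) averaged 68.9 ± 21.1 CPM after TBI and 16.7 ± 2.22 CPM without (SD, n = 6 in each), a log2 fold change of 2.04 (standard error 0.21, adjusted p = 1.6e-05). Tlr5 had the largest log2 fold change, 2.48, followed by Tlr2 (1.56), Tlr6 (1.37) and Tlr8 (1.06). The value of Tlr8 was 0.96 without mouse 52, below the fold-change limit, and with total counts in place of TMM Tlr6 (0.95) and Tlr8 (0.68) were below it. Tlr3 had a log2 fold change of 1.49 (standard error 0.74, adjusted p = 0.110) that was 0.09 without mouse 51. DESeq2 called it (1.61, adjusted p = 0.0491), and so did the fit of all 60 mice (1.56, adjusted p = 0.0302). Relative to Day 0, the 6 genes lay between 1.21 and 2.32, and 5 were called, all but Tlr3. Against vehicle on Day 1, the neutrophil list of irradiated, vehicle-treated mice rose by 2.01 and their B cell list differed by -3.55. Whether the receptor genes rose through such a change in cell composition was not tested.

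In irradiated mice, the log2 fold changes of BIO 300 over vehicle were -0.16 for Tlr2, -1.01 for Tlr3, -0.34 for Tlr4, -0.56 for Tlr5, -0.21 for Tlr6 and -0.15 for Tlr8. None was called, and adjusted over the list alone the p-values were 0.912. The value of Tlr3 was 0.46 without mouse 51, and the other 5 stayed below 0 with any 1 mouse left out. Relative to unirradiated, vehicle-treated mice on Day 1, irradiated mice given BIO 300 had log2 fold changes of 0.46 to 1.98, of which 4 were called. In unirradiated mice on Day 1, 200 mg/kg BIO 300 gave values from -1.61 to -0.66, with Tlr5, Tlr6 and Tlr8 called, and with total counts in place of TMM values from -3.11 to -2.14, all 6 called.

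**Figure D3:**
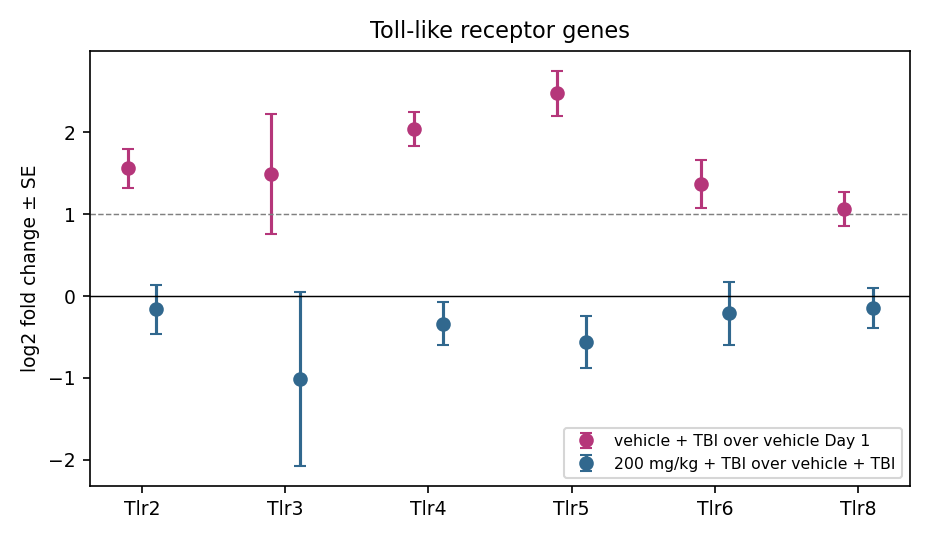
Log2 fold changes of 6 toll-like receptor genes for irradiated over unirradiated, vehicle-treated mice on Day 1 and for BIO 300 (200 mg/kg) over vehicle in irradiated mice. Points are edgeR estimates and bars standard errors (6 mice against 6), and the dashed line marks a log2 fold change of 1. The first series lies between 1.06 and 2.48 and the second between -1.01 and -0.15.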

For the cytokine storm signaling pathway, toll-like receptor genes (*TLR2*, *TLR3*, *TLR4*, *TLR5*, *TLR6*, and *TLR8*) had a >1 log2 fold change in irradiated, vehicle-treated animals, while the log2 fold change in BIO 300-treated animals was below 0 for the 6x *TLR* genes (Supplementary Table S4). Toll-like receptors are induced by irradiation, so repression of these genes by BIO 300 may be a direct mechanism for mitigation of radiation-induced inflammation [31]. Additional differentially regulated genes in this pathway that were upregulated in irradiated, vehicle-treated animals and downregulated or unchanged in BIO 300-treated animals included completement system genes *C3* and *C5*, collagen gene family members, fibrinogen family members, and various cytokines. Downregulation of these inflammatory genes further reinforce the anti-inflammatory effects of BIO 300 and suggest a mechanism for radioprotection.

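C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) averaged 1546 ± 2925 CPM in irradiated, vehicle-treated mice and 50.9 ± 51.6 CPM in vehicle-treated mice on Day 1 (SD, n = 6 in each), a log2 fold change of 4.92 (standard error 1.40, adjusted p = 0.0122) that was 2.85 without mouse 51. Its median was 78.5 CPM after TBI and 31.9 CPM without. Hc, the mouse gene of C5, had a log2 fold change of 4.69 (standard error 2.31, adjusted p = 0.108), and Fga, Fgb and Fgg had values between 4.57 and 4.90, none called. Hc was called with DESeq2 (4.86, adjusted p = 0.0365) and with a term for odd or even mouse numbers (4.42, adjusted p = 0.0414), and its adjusted p ranged from 0.0294 to 0.119 over the alternatives. Over the 15 pairs of irradiated, vehicle-treated mice left out, Hc ranged from -4.45 to 5.28 and the median of the fibrinogen genes from -11.69 to 5.20. Of 39 collagen genes tested, 19 were DEGs with higher and 1 with lower expression, and the median log2 fold change was 2.31, between 0.64 and 2.67 over the same pairs. Of 9 cytokine genes, 6 were called higher, among them Il1b (2.91, standard error 0.38, adjusted p = 8.0e-05), Il15 (2.42) and Cxcl2 (3.92). Il6 was called lower, with a log2 fold change of -1.58. Whether cell composition accounts for the changes of the cytokine genes was not tested. Against Day 0, C3 had a log2 fold change of 2.52 (adjusted p = 0.227), and 3 collagen and 5 cytokine genes were called higher.

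In irradiated mice, BIO 300 relative to vehicle gave log2 fold changes of -2.58 for C3, -2.17 for Hc and -2.84 to -2.45 for the fibrinogen genes. The 39 collagen genes had a median of -0.12, with 15 of them higher, and the cytokine genes lay between -1.22 and 0.21. None of these genes was called. C3 had a log2 fold change of -0.50 without mouse 51 and -4.72 without mouse 57, and the median of the fibrinogen genes ranged from -3.13 to 13.70 over the 15 pairs of irradiated, vehicle-treated mice left out. From the lower expression of these inflammatory genes, the paper proposes an anti-inflammatory action of BIO 300 as a mechanism of radioprotection.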

### 2.4. Comparing Transcriptome Changes between BIO 300-Treated Mice and Humans

RNA sequencing data were analyzed from a completed phase 1 clinical study of BIO 300 in healthy volunteers [28]. The top 25 significantly inhibited or activated pathways at 12 h after six days of once-daily dosing included several pro-inflammatory pathways that were predicted to be significantly inhibited (*p* < 0.05; z-score < −2) (Figure 6). There were several overlapping pathways with the mouse dataset from irradiated, BIO 300-related animals, including S100 signaling, wound-healing signaling, and pulmonary fibrosis idiopathic signaling. 

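In irradiated mice given 200 mg/kg BIO 300, S100a8 (chromosome 3, 90668978 to 90670035) averaged 293.6 ± 111 CPM and S100a9 (chromosome 3, 90692632 to 90695721) 628 ± 273 CPM, against 410.1 ± 216 and 729 ± 374 CPM in irradiated, vehicle-treated mice (SD, n = 6 in each). The log2 fold changes were -0.48 (standard error 0.42) and -0.21 (standard error 0.43), within the spread between mice, and neither gene was a DEG. Both were higher in irradiated, vehicle-treated mice than in unirradiated ones on Day 1, S100a8 by 2.65 (standard error 0.41, adjusted p = 2.4e-04) and S100a9 by 2.67 (standard error 0.40, adjusted p = 1.8e-04) on the log2 scale. Both genes are members of the neutrophil list. A larger share of neutrophil RNA could raise them and was not tested apart. In unirradiated mice on Day 1, 200 mg/kg BIO 300 gave log2 fold changes of 0.97 for S100a8 (adjusted p = 0.00189) and 0.94 for S100a9 (adjusted p = 0.00138). The direction was reversed with total counts in place of TMM, at -0.59 (adjusted p = 0.0338) and -0.61 (adjusted p = 0.0200).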

Interestingly, while inhibition of S100 signaling in mice appears to be driven by the downregulation of *S100B*, in humans, it is driven by downregulation of *S100A8*/*S100A9*. 

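Tgfa (ENSMUSG00000029999, chromosome 6, 86195223 to 86275719) averaged 0.909 ± 1.99 CPM in irradiated mice given 200 mg/kg BIO 300 and 2.27 ± 3.40 CPM in irradiated, vehicle-treated mice (SD, n = 6 in each). The log2 fold change was -1.29 (standard error 1.43, adjusted p = 1.00) and ranged from -4.50 without mouse 57 to -0.23 without mouse 51. Irradiation alone gave a log2 fold change of 2.75 (standard error 1.17, adjusted p = 0.0684) relative to vehicle on Day 1, and it was called with DESeq2 (2.87, adjusted p = 0.0146) and in the fit of all 60 mice (2.82, adjusted p = 0.0405). In unirradiated mice, 200 mg/kg BIO 300 gave -2.31 (standard error 1.00, adjusted p = 0.0556) on Day 1 and 100 mg/kg gave 1.11 (adjusted p = 0.375). These values were -3.67 (adjusted p = 0.00298) and -0.16 (adjusted p = 0.906) with total counts in place of TMM.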

In both the wound-healing signaling and pulmonary fibrosis idiopathic signaling pathways, *TGF-α* was significantly downregulated in both the mouse and human datasets.

## 3. Discussion

Development of novel radiation medical countermeasures that can prophylactically protect individuals from the deleterious effects of radiation exposure requires a practical and feasible approach to translating the effective dose in animals to humans. One such approach outlined in the FDA Animal Rule is a “biomarker approach” where a biomarker related to the agent’s mechanism of action is modulated to a desired level in humans based on the observed biomarker level correlating with a therapeutic effect in animals [32]. Here, we propose to assess molecular changes in the whole blood by RNA sequencing since both radiation exposure and activation of estrogen receptor beta, a transcription factor and the molecular target for genistein, can cause a cascade of gene expression changes.

The main objective of the study was to determine dose-dependent changes in gene expression caused by BIO 300 and to determine the differential effect(s) of BIO 300 on gene expression in animals exposed to radiation. Due to blood collection requiring terminal bleeds, survival was not a component of the study; however, dose levels of BIO 300 were chosen based on previous efficacy studies conducted in CD2F1 mice. A 200 mg/kg BID dose is an efficacious dose capable of significantly improving survival in mice when given prior to TBI. Therefore, we anticipated that a 200 mg/kg BID dose would cause significant and relevant changes in gene expression [20]. A 50 mg/kg BID dose has previously been shown to be ineffective, and therefore, 100 mg/kg was viewed as an appropriate intermediate dose. These three dose levels allowed for the potential detection of dose-dependent changes in gene expression. Animals were dosed for 6 consecutive days because this was determined to be the optimal dose schedule for radioprotection by oral formulation of BIO 300 [20]. Animals dosed with 100 or 200 mg/kg BIO 300 without TBI had thousands of significantly differential expressed genes (DEGs) detected on Day 1 (48 h after the last dose of drug) compared to vehicle-treated animals, whereas the 50 mg/kg group had the majority of DEGs detected on Day 0 (24 h after the last dose of drug), which was still considerably fewer DEGs than that of the other dosing groups. These findings support the conclusion that 50 mg/kg is an ineffective dose in mice and suggest that 100 mg/kg might be similarly effective as a 200 mg/kg dose. It is surprising that almost no DEGs were identified in the 100 and 200 mg/kg dosing groups on Day 0, since this timepoint corresponds with the time of irradiation in efficacy studies and the 200 mg/kg dose has previously shown to be efficacious in this model. 

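A direct comparison of mice given 200 and 100 mg/kg on Day 1 called 0 DEGs among 19942 genes with edgeR and 0 with DESeq2. An unadjusted p under 0.05 was found for 725 and 582 genes. Both numbers are below the share of 0.05 expected on average without any effect. The paper cites earlier work in which 50 mg/kg was ineffective, takes the numbers of DEGs at each dose to be in keeping with it, and proposes that 100 mg/kg might be similarly effective as 200 mg/kg.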

Considering that DEGs were identified in humans at 12 h after six daily doses, it is possible that significant transcriptomic changes occurred earlier than Day 0, and future studies should investigate additional timepoints between Day 1 and Day 0. In irradiated animals, both vehicle- and 200 mg/kg BIO 300-treated animals had thousands of significant DEGs on Day 1 post-TBI. 

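Of the DEGs of irradiated, vehicle-treated mice, 4920 were higher and 4122 lower (45.6%) relative to vehicle on Day 1, and 3736 were higher and 2931 lower (44.0%) relative to vehicle on Day 0. At 200 and 100 mg/kg BIO 300 without irradiation on Day 1, 63.8% and 62.7% of the DEGs were lower than with vehicle. The balance after irradiation moved with the scaling. For vehicle-treated mice on Day 1, the median log2 fold change of all genes was 0.09 with TMM, 0.20 with DESeq2's size factors and -0.01 without the haemoglobin genes. The numbers of higher and lower DEGs were then 5486 and 3664 with size factors and 4478 and 4689 without the haemoglobin genes. Total counts in place of TMM gave a median of -0.28, with 3115 higher and 5666 lower, and against Day 0 there were 2831 higher and 2922 lower. At 200 mg/kg, size factors left 61.9% and the removal of the haemoglobin genes 63.8% of the DEGs lower. Total counts gave 712 higher and 15407 lower at 200 mg/kg, and 980 higher and 14735 lower at 100 mg/kg. With the filterByExpr limit the lower share was 54.0% at 200 mg/kg and 53.1% at 100 mg/kg.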

Interestingly irradiation caused more upregulated genes, and the BIO 300 treatment alone resulted in more downregulated genes. Given the substantial quantity of DEGs identified across the different treatment groups, we used pathway analyses to determine which signaling pathways were being affected by drug treatment and radiation exposure.

Assessment of the top 25 signaling pathways in unirradiated animals treated with 100 or 200 mg/kg BIO 300 revealed that a host of inflammatory and wound-healing pathways were predicted to be inhibited on Day 0 (24 h after the last dose). Conversely, on Day 1 (48 h after the last dose), the majority of the top 25 regulated pathways were predicted to be activated and include pathways involved in hematopoiesis, immunity, and platelet function, and pathways involved in cell growth and survival. This is consistent with previously published studies that have demonstrated that anti-inflammatory effects of genistein [33,34,35]. Additionally, in a phase 1 clinical trial of BIO 300 in healthy male and female volunteers, a 3000 mg/day dose also was predicted to significantly inhibit several pro-inflammatory pathways such as S100 signaling and wound healing signaling [28]. A 3000 mg dose in humans is equivalent to approximately 600 mg/kg in mice based on body surface area [36]. Importantly, while these inhibitory signaling changes appear to be related to the drug’s mechanism of action, there is no current evidence that suggest these changes have adverse side effects in unirradiated individuals. Studies of oral formulations of BIO 300 in healthy volunteers and patients with NSCLC have only reported mild-to-minor gastrointestinal adverse events following up to 8 weeks of daily dosing, which is not unexpected for an oral drug [28,37].

Comparison of the top 25 signaling pathways significantly enriched in vehicle or BIO 300 (200 mg/kg)-treated animals 24 h after TBI indicated that BIO 300 inhibits pathways that are activated by radiation. From the evaluation of the categories of pathways enriched in animals with TBI and treated with vehicle or BIO 300, it is evident that the vehicle animals have considerably more enriched pathways, which may suggest that BIO 300 helps animals better maintain homeostasis. Although there were no significant DEGs per our criteria (adjusted *p* < 0.05; absolute log2 fold change > 1) between irradiated vehicle-treated animals and irradiated BIO 300-treated animals, animals treated with BIO 300 had enriched signaling pathways moving in the opposite direction compared to vehicle-treated animals. 

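Between irradiated mice given BIO 300 and irradiated mice given vehicle, edgeR called 0 DEGs among 24916 genes and DESeq2 called 0. An unadjusted p under 0.05 was found for 688 and 307 genes. Neither number reaches the share of 0.05 that no effect would give on average. In counts simulated from these 12 mice, edgeR recovered 39.5% of 200 genes with known changes and DESeq2 66.5%, and of the simulated changes of at least 2 on the log2 scale, 51.5% and 76.9%, so that many changes, large ones included, would have gone undetected. A fit of all 60 mice called 190 DEGs, 179 higher and 11 lower. Relative to unirradiated, vehicle-treated mice on Day 1, irradiated mice given BIO 300 differed in 9277 genes, 4984 higher and 4293 lower, or 2701 and 7019 with total counts in place of TMM. Of the 8916 DEGs of irradiated, vehicle-treated mice tested in both fits, 8883 (99.6%) changed in the same direction in irradiated mice given BIO 300, and 7296 were also DEGs there. Across 24611 genes the Pearson correlation of the log2 fold changes was 0.89, but both share the vehicle-treated mice on Day 1 as controls, no simulation of shared controls was made for them, and genes are not independent replicates. Against the same controls, unirradiated mice given 200 and 100 mg/kg BIO 300 also changed in the same direction in 84.2% and 86.6% of the DEGs of irradiated, vehicle-treated mice tested in both fits, with 5075 and 5356 shared DEGs and correlations of 0.51 and 0.59. What the shared controls alone would give was not simulated for these overlaps either. With unirradiated mice given 200 mg/kg as the controls of the BIO 300 group instead, 65.6% of the DEGs tested in both fits changed in the same direction, 1725 DEGs were shared and the correlation was 0.39. The effect of 200 mg/kg BIO 300 differed between irradiated and unirradiated mice on Day 1 for 7945 genes by an interaction test, 5248 with a higher and 2697 with a lower log2 fold change in irradiated mice, or 11725 and 483 with total counts in place of TMM.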

In order to identify pathways specific to BIO 300 and relevant to its radioprotective mechanism, we compared pathways enriched in vehicle-treated mice exposed to radiation and BIO 300-treated mice with and without TBI. Pathways that were modulated inversely to vehicle-treated animals exposed to radiation and observed in BIO-300 treated animals with or without TBI are ideal for identification of biomarkers for human dose selection. Since no individual significant DEGs were identified between irradiated vehicle-treated animals and irradiated BIO 300-treated animals, these pathways should be explored in future studies for potential biomarkers. Of the enriched pathways, only two pathways were significantly activated in vehicle/TBI animals and significantly inhibited in the BIO 300 ± TBI groups: pathogen-induced cytokine storm signaling and S100 family signaling. Additionally, two other pathways, pulmonary fibrosis idiopathic signaling and wound-healing signaling, were also similarly inhibited in the human transcriptomic dataset and in the BIO 300-treated/radiation-exposed animals, and on Day 0, in the BIO 300-treated alone animals.

Pathogen-induced cytokine storm signaling can lead to uncontrolled, systemic inflammation precipitated by excessive cytokine release from cells. Immune cells have pattern recognition receptors (PRRs) such as TLRs and C-type lectin receptors that recognize pathogen-associated molecular patterns (PAMPs) or damage-associated molecular patterns (DAMPs). DAMPs in particular are released by dead cells, such as those killed by radiation exposure, and stimulate immune cells to release pro-inflammatory cytokines. Of note, in the phase 1 clinical study of BIO 300, one of the top differentially expressed genes was *CLEC4E*, a C-type lectin receptor that functions as a DAMP and has been previously shown to be involved in radiation-induced cytokine signaling [38]. 

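Clec4e (ENSMUSG00000030142) lies on chromosome 6 of GRCm38 from 123281789 to 123289870 on the reverse strand. Irradiated, vehicle-treated mice averaged 56.7 ± 20.5 CPM and vehicle-treated mice on Day 1 averaged 12.7 ± 3.96 CPM (SD, n = 6 in each). The log2 fold change was 2.16 (standard error 0.28, adjusted p = 7.0e-05), between 2.01 and 2.31 with each mouse left out, and the groups did not overlap. Relative to Day 0 it was 2.62 (adjusted p = 7.7e-05). Whether this rise follows from a change in cell composition was not tested. Irradiated mice given 200 mg/kg BIO 300 had a log2 fold change of -0.16 (standard error 0.29) relative to irradiated, vehicle-treated mice. Relative to unirradiated mice on Day 1 they averaged 49.0 ± 21.2 CPM against 11.8 ± 3.61 CPM with vehicle (SD, n = 6 in each), a log2 fold change of 2.06 (standard error 0.29, adjusted p = 8.8e-05), and against 200 mg/kg without irradiation it was 1.93 (adjusted p = 4.1e-04). In unirradiated mice the log2 fold changes relative to vehicle were 0.14, 0.09 and -0.33 at 200, 100 and 50 mg/kg on Day 1 and between -0.31 and -0.01 on Day 0, none of them called. Scaled by total counts, they were -1.42 and -1.32 at 200 and 100 mg/kg on Day 1, both called lower, -0.67 at 50 mg/kg, and between -0.25 and 0.40 on Day 0.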

*CLEC4E* was significantly upregulated in vehicle-treated, irradiated mice (log2 fold change 2.26; adjusted *p* < 0.01) but was not differentially expressed in BIO 300-treated irradiated or unirradiated mice at any dose level in the present study.

Pulmonary fibrosis idiopathic signaling and wound healing signaling are pro-inflammatory/pro-fibrotic responses that involve the recruitment of immune cells and remodeling of the pulmonary extra cellular matrix. Activation of pulmonary fibrosis idiopathic signaling in damaged epithelial cells and immune cells results in the secretion of pro-inflammatory cytokines and tissue repair mediators, such as TGF-β. RNA sequencing of the GI tract of NHPs following TBI also showed pulmonary fibrosis idiopathic signaling to be significantly activated in irradiated animals [24]. Interestingly, a recent clinical study of a related genistein-based oral drug formulation, BIO 300 Oral Suspension, in patients with non-small cell lung cancer undergoing chemoradiotherapy demonstrated that patients had a BIO 300 Oral Suspension dose-dependent decrease in serum TGF-β levels [37]. BIO 300 Oral Suspension and BIO 300 have also been previously shown to prevent or mitigate radiation-induced lung injury in mice [22,39]. Pulmonary fibrosis idiopathic signaling and wound-healing signaling were also inhibited in a clinical study of BIO 300 in healthy volunteers [28]. These data indicate that BIO 300 is able to ablate the pro-inflammatory and/or pro-fibrotic processes induced by radiation exposure.

S100 signaling is driven by calcium-binding S100 proteins that function as DAMPs which activate immune function. S100 proteins have been previously shown to be upregulated by TBI in transcriptomic and proteomic datasets in NHPs and mice [24,40]. A previous proteomic study of a parenteral formulation of BIO 300 (BIO 300 Injectable Suspension) found that a single intramuscular injection resulted in a detectable downregulation of S100 in the serum of NHP [27]. Interestingly, in the present study, inhibition of S100 signaling was primarily driven by downregulation of *S100B* expression, while in a clinical study of BIO 300, it was driven by downregulation of *S100A8* expression [28]. Considering S100 proteins are secreted into the blood, allowing for the straightforward quantification by conventional methods such as protein ELISA, mediators of this pathway should be investigated as potential biomarkers of BIO 300.

A number of limitations are noted for this study. A major limitation is the use of single sex animals. This study was conducted with only male animals to reduce variability in transcriptomics data since there are known differences in radiosensitivity between male and female animals [41]. It will be critical to evaluate biomarkers in female animals in future studies to confirm findings. In addition, whole-blood sampling only occurred at two timepoints in unirradiated animals and only a single timepoint in irradiated animals, and these snapshots of differential gene expression may not be fully representative of all the effects caused by TBI and/or BIO 300 treatment. The study also utilized terminal bleeds for whole-blood sampling, and animals had to be anesthetized prior to blood collection, which might have impacted the transcriptome profile. Canonical pathway analysis for the mouse samples used a cutoff of absolute log2 fold change in gene expression > 1 regardless of *p*-value. This was done in order to ensure an adequate number of genes for analyses but could have led to noise in the datasets. 

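In the comparisons of irradiated, vehicle-treated mice, 12610 genes relative to Day 1 and 11079 relative to Day 0 were past an absolute log2 fold change of 1, and 10345 and 7808 of them had an unadjusted p under 0.05. The corresponding numbers were 2449 and 491 for vehicle on Day 1 against Day 0, 3893 and 2185 for 50 mg/kg on Day 0, and 2171 and 987 for 50 mg/kg on Day 1. A mean count of at least 10 left 903, 1891 and 495 genes in the latter 3 comparisons. Without any low-count filter, the comparison of irradiated mice given BIO 300 or vehicle held 8705 genes, and with DESeq2 on the genes of the authors' deposited table, all of which had at least 121 counts summed over the 12 mice, it held 1430.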

Future studies are required to validate the findings presented here. Finally, validation of the results, such as by RT-qPCR or immunoblot, was not completed in the present study, and validation of key results will need to be considered for future studies.

In summary, we found that animals exposed to 9.2 Gy TBI had numerous pathways activated related to immune response and cellular growth and development, whereas animals treated with BIO 300 prior to TBI had fewer pathways enriched, and the signaling pathways involved in immune response, cellular stress, and cellular growth and development were significantly inhibited. Four pathways were activated in irradiated, vehicle-treated animals but inhibited in BIO 300-treated animals with or without TBI and inhibited in healthy humans treated with BIO 300: pathogen-induced cytokine storm signaling, pulmonary fibrosis idiopathic signaling, wound-healing signaling, and S100 family signaling. These pathways have potential links to BIO 300’s radioprotective mechanism of action, and mediators within these pathways should be explored as potential biomarkers for human dose selection.

## 4. Materials and Methods

### 4.1. Study Design

In order to interrogate transcriptome-based biomarkers of BIO 300, a two-part study was conducted in mice to collect whole-blood samples for RNA sequencing (RNAseq). The first part evaluated transcriptome changes following six days of dosing of three different dose levels in the absence of TBI, while the second part evaluated the known effective dose following six days of dosing prior to 9.2 Gy TBI. For this study, Day 0 corresponded to the time of TBI. As with previous nonclinical efficacy studies of BIO 300, TBI occurred 24 h after the last dose of drug 25–27. Thus, the Day 1 timepoint corresponded to 24 h after TBI and 48 h after the last dose of BIO 300. Importantly, a previous study of parenteral administration of BIO 300 showed that the drug is only effective 48 h after dosing 24. The 9.2 Gy TBI dose was selected because previous studies using CD2F1 mice demonstrated that a TBI dose of 9.2 Gy equates to a LD70/30 in this strain of mice [20].

### 4.2. Animal

Male CD2F1 (5–6-week-old) mice were purchased through Envigo (Indianapolis, IN, USA) and were housed (3 mice per cage) in an Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International-accredited facility. The rooms that the mice were kept in had a 12 h light/dark cycle and were maintained at 21 ± 2 °C with 10–15 hourly cycles of fresh air and a relative humidity of 50 ± 10%. Mice were quarantined for one week following arrival and allowed to acclimate to the new housing, and representative fecal samples underwent microbiological examination to ensure that the animals were free of *Pseudomonas aeruginosa*. Certified rodent rations (Teklad Rodent Diet, Harlan Laboratories, Inc., Indianapolis, IN, USA) and acidified water (HCl, pH = 2.5–2.8) were provided ad libitum. All procedures were performed following a protocol approved by the Armed Forces Radiobiology Research Institute’s (AFRRI, Bethesda, MA, USA) Institutional Animal Care and Use Committee (IACUC; Protocol # PHA-20-026 approved on 10 June 2020). All experiments were performed in accordance with relevant guidelines and regulations. This study is reported in accordance with the ARRIVE guidelines.

### 4.3. Total-Body Irradiation

The high-level cobalt facility (HLCF) used for TBI has the exposure room to provide shielding for up to 400,000 curies. The HLCF is categorized as a wet-storage panoramic dry irradiator (radiation sources stored underwater and raised for irradiation). The mice were placed in compartmentalized Plexiglas irradiation boxes, designed to hold eight mice per box. Only twelve mice were irradiated, with six placed in each box, along with phantoms. The boxes were secured in irradiation towers before being transferred to the irradiation platform. The mice were exposed to a bilateral, midline dose of 9.2 Gy total-body ^60^Co γ-radiation at a dose rate of 0.6 Gy/min. The radiation dosimetry used in this study has been discussed in previous publications [20]. Following irradiation, mice were observed for any adverse reactions before being returned to their home cages.

### 4.4. Drug Preparation and Dosing

BIO 300 Oral Powder (BIO 300) is an amorphous solid dispersion of synthetic genistein produced by hot melt extrusion resulting in a free-flowing powder (provided by Humanetics Corporation, Minneapolis, MN, USA). The powder contains 35% genistein and 65% Kollidon 12 PF (*w*/*w*). A mortar and pestle was used to mix BIO 300 with its vehicle to deliver 0.2 mL of either a 50, 100, or 200 mg/kg dose (herein, referred to with mg genistein/kg animal weight). The vehicle was composed of water, methylcellulose (0.5% *w*/*v*), and polyvinylpyrrolidone K25 (3% *w*/*v*). The solution, after preparation, was stirred using a magnetic stirrer in a beaker at room temperature continuously for at least 2 h prior to dosing. A 1 mL Luer-lock syringe with a 20 G disposable feeding needle with a silicone-rubber tip was used to deliver the drug or vehicle administrations via po route. For po drug administration, the mice were secured by their scruff in order to extend the two front legs and immobilize the head and neck. The gavage needle was carefully inserted into the side of the subject’s mouth and guided along the hard palate of the mouth to the back of the throat until it reached the abdominal area to deliver the bolus. Between dosing, 70% ethanol (absolute alcohol diluted to 70%) was used to disinfect the feeding needle, and the needle was then wiped with purified water to prevent irritation to the mucosa and cross contamination to other animals from the same housing cage.

### 4.5. Blood Sample Collection

Blood was collected from six mice per timepoint. Briefly, whole blood (1 mL) was collected from each anesthetized (Isoflurane, Abbott Laboratories, Chicago, IL, USA) mouse via the inferior vena cava using a 23-gauge needle into a PAXgene blood RNA tube (PreAnalytiX, a Qiagen/Becton, Dickinson and Company, Franklin Lakes, NJ, USA). The blood was mixed immediately by inverting the tube 10 times. The tubes were left at room temperature on the bench overnight and subsequently stored at −80 °C until used. Following blood collection, the mice were euthanized.

### 4.6. RNA Extraction

Total RNA was isolated from each whole blood sample following the manufacturer’s protocol for the PAXgene Blood RNA Kit (PreAnalytiX, Hombrechtikon, Switzerland) and quantified by fluorometry using Qubit 4 fluorometer (Invitrogen, Carlsbad, CA, USA). The quality of RNA was analyzed on a Bioanalyzer Eukaryote Total RNA Pico Chip (Agilent 2100, Agilent, CA, USA) [42]. The average RNA integrity number (RIN) score across all samples was above the recommended minimum RIN of 7. Total RNA samples were stored at −80 °C until used. All RNA samples extracted from whole blood had an RNA integrity number (RIN) ≥ 6.1, and 97% of samples had an RIN ≥ 7.1, indicating good quality with minimal degradation. This was especially important for the samples collected from irradiated animals, which had an RIN ≥ 7.1 (only a single sample was below 7 (6.9)). RNAseq yielded over 29 million reads in every sample, and 95% of the samples produced over 41 million reads per sample.

### 4.7. RNA Sequencing and Analyses

The library for RNA-Seq was prepared with 600 ng of total RNA input using TrueSeq stranded Total RNA with Ribo-Zero Globin kit (Illumina, San Diego, CA, USA) with barcoded adapters. There were 6 biological replicates per timepoint. Library size distribution was determined using a Bioanalyzer DNA 1000 kit (Agilent 2100, Agilent, CA, USA), and the library yield and concentration were determined using the KAPA Library Quantification Kit for Illumina (Kapa Biosystems, Inc. Wilmington, MA, USA). Sequencing reads were evaluated for quality, and poor-quality reads were trimmed using the next-generation sequencing processing software, Trimmomatic v.0.36 [43]. Following trimming, the reads were mapped to the *Mus musculus* GRCm38 reference genome using STAR aligner v.2.5.2b [44]. 

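Reads assigned to genes, which are a part of the uniquely mapped reads, summed to less than 20 M in 5 of the 60 mice. The number of uniquely mapped reads was not analysed here.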

Over 20 million unique mapped reads were generated per sample. Unique gene hit counts were calculated using the Subread package v.1.5.2, and differential expression analysis was performed using DESeq2 [45,46]. A Wald test was used to determine *p*-values for log2 fold change in expression for pre-specified comparisons. In order to control for the false discovery rate (FDR of 0.1), the *p*-value was adjusted using the Bonferroni–Hochberg method to control for multiple comparisons. Genes with an adjusted *p*-value < 0.05 and absolute log2 fold change > 1 were considered significantly differentially expressed genes (DEGs).

### 4.8. Signaling Pathway Analyses

RNA sequencing data were analyzed for canonical pathway analyses with use of Qiagen Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., Germantown, MD, USA, https://digitalinsights.qiagen.com/IPA, accessed on 10 July 2024) [47]. Canonical pathways analysis identified pathways using the QIAGEN IPA library of canonical pathways that were enriched in the data set. Genes from the mouse data set that met the absolute log2 fold change cutoff of 1 and were associated with a canonical pathway in the QIAGEN Knowledge Base were considered for the analysis. For analysis of the previously published human dataset, a cutoff of absolute log2 fold change > 0.5 was used to ensure 100–3000 genes were in the dataset for pathway analysis. The significance of the association between the data set and the canonical pathway was measured in three ways: (1) a ratio of the number of molecules from the data set that map to the pathway was divided by the total number of molecules that map to the canonical pathway is displayed; (2) a right-tailed Fisher’s Exact Test was used to calculate a *p*-value for determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone; and (3) a z-score was calculated to indicate the likelihood of inhibition or activation of that pathway, with z-scores greater than −2 or 2 indicating significant inhibition or activation of the pathway, respectively.

## Figures and Tables

**Figure 1:**
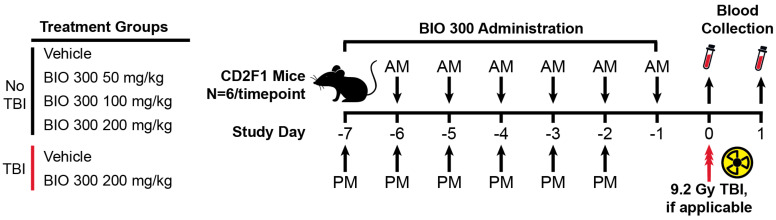
Study design. Male CD2F1 mice were assigned to one of six treatment groups. Animals were dosed with the indicated dose of BIO 300 or vehicle for six days, BID, for a total of 12 doses. Each dose was 12 h apart [morning dose (AM) and evening dose (PM)]. Animals were euthanized (N = 6/timepoint) 24 h and 48 h after their last dose of BIO 300 or vehicle, and whole blood was collected for transcriptomic analyses. Animals in the TBI groups were exposed to 9.2 Gy 24 h after their last dose of BIO 300 or vehicle. For animals with TBI, N = 6 animals were euthanized 24 h after TBI and whole blood was collected for transcriptomic analyses.

**Figure 2:**
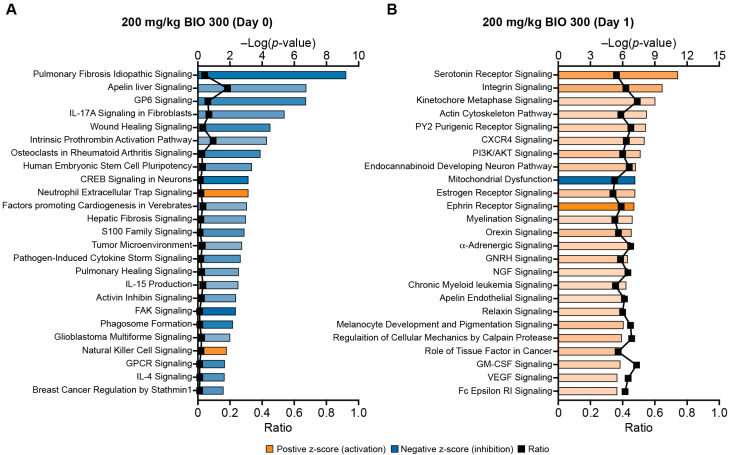
Top enriched signaling pathways in mice treated with a 200 mg/kg dose of BIO 300. Top 25 canonical pathways identified using IPA that have a Fisher’s exact test *p* < 0.05 and an absolute z-score > 2 in animals treated with BIO 300 (200 mg/kg, BID) at (**A**) 24 h (Day 0) and (**B**) 48 h (Day 1) after their last dose of BIO 300. Gene expression was compared to the respective vehicle groups in order to determine the top predicted activated or inhibited pathways. Blue bars indicate predicted inhibition of the pathway and orange bars indicate predicted activation. The darker the shading of the bars, the higher the absolute z-score. The black symbols represent the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway.

**Figure 3:**
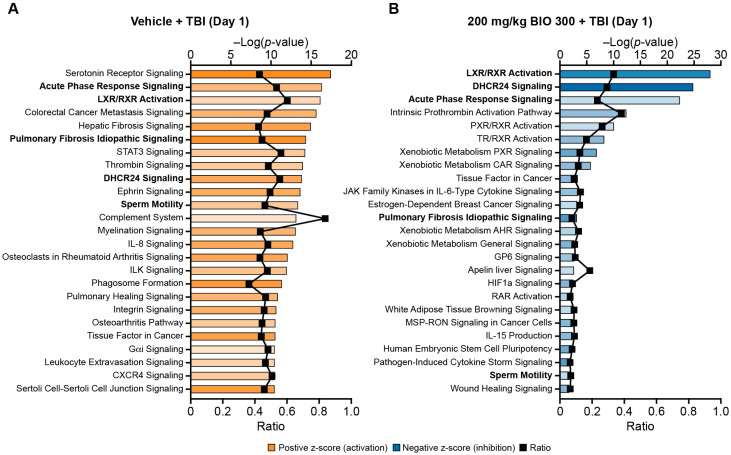
Top enriched signaling pathways in mice treated with vehicle or BIO 300 with TBI. Top 25 canonical pathways identified using IPA that have a Fisher’s exact test *p* < 0.05 and an absolute z-score > 2 in animals treated with vehicle or BIO 300 (200 mg/kg, BID) prior to TBI. Sampling occurred 24 h after TBI (48 h after the last dose of study treatment; Day 1). (**A**) Gene expression in vehicle-treated animals with TBI was compared to Day 1 of vehicle-treated animals that were not exposed to radiation. (**B**) Gene expression of BIO 300-treated animals exposed to radiation was compared to Day 1 of vehicle-treated animals with TBI. Blue bars indicate predicted inhibition of the pathway and orange bars indicate predicted activation. The darker the shading of the bars, the higher the absolute z-score. The black symbols represent the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway. Inversely enriched pathways that appeared in the top 25 list in both the vehicle and BIO 300 group are bolded.

**Figure 4:**
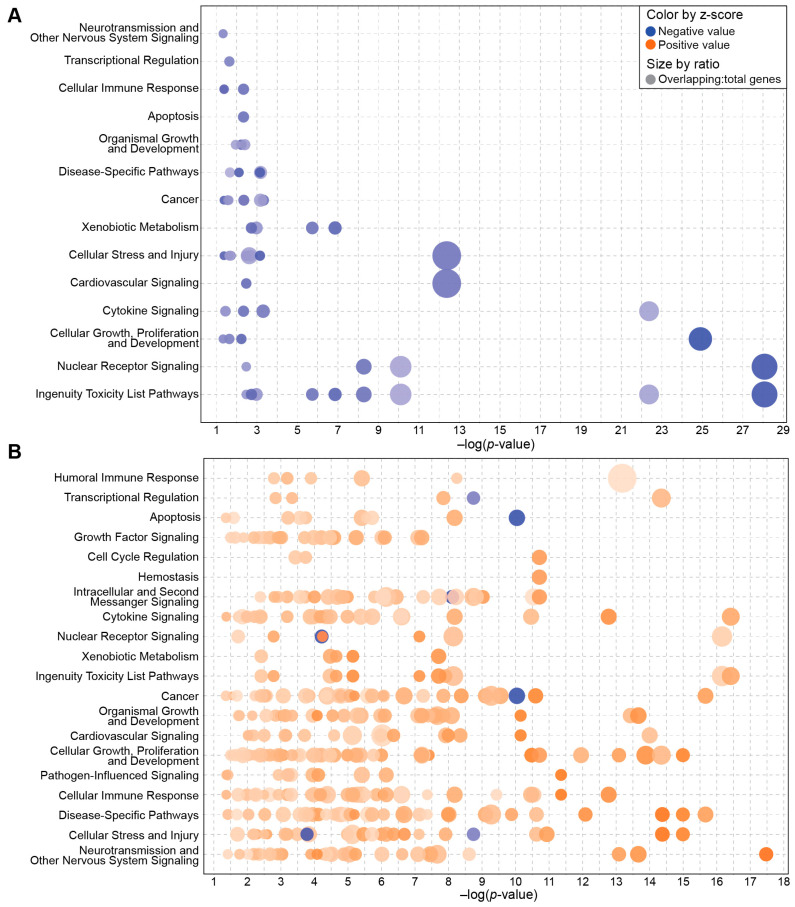
Pathway categories containing significantly enriched signaling pathways in vehicle or BIO 300 treated mice with TBI. Bubble chart depicting the signaling pathways within specific pathway categories. (**A**) Enriched pathways on Day 1 in BIO 300 (200 mg/kg, BID) treated mice with TBI compared to vehicle-treated animals with TBI. (**B**) Enriched pathways on Day 1 in vehicle-treated mice with TBI compared to unirradiated, vehicle-treated mice. Each bubble represents a different signaling pathway, blue bubbles are inhibited pathways and orange bubbles are activated pathways with darker shading indicating higher absolute z-scores. The size of each bubble is based on the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway. The larger the bubble, the higher the ratio. The signaling pathways within each pathway category are provided in Supplementary Tables S1 and S2 for panel A and B, respectively.

**Figure 5:**
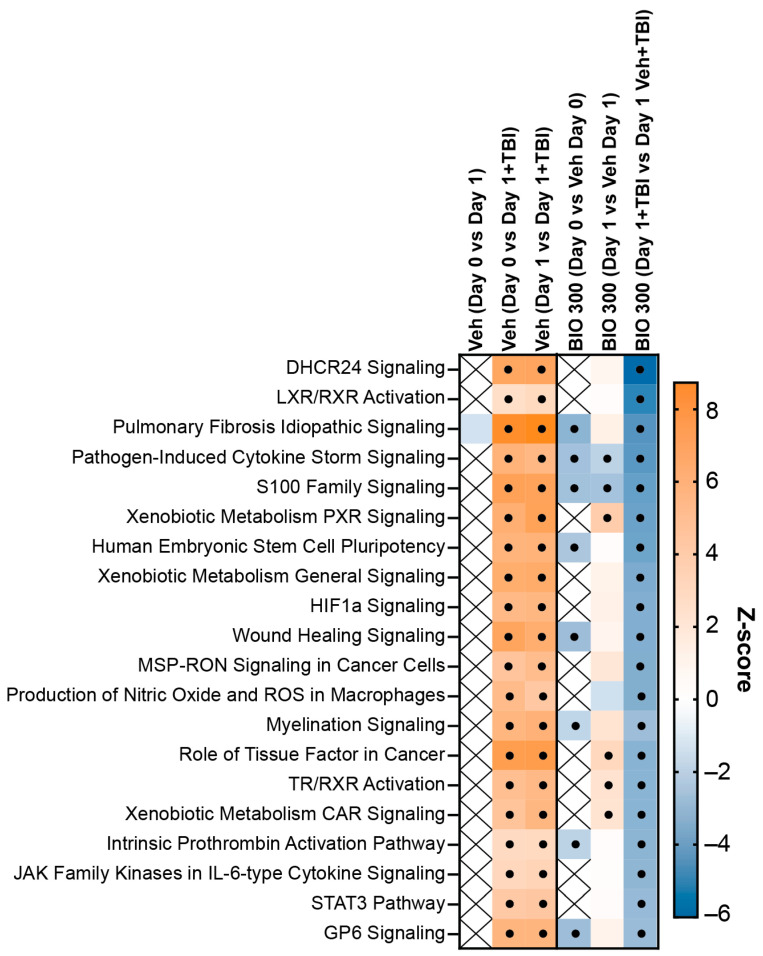
Comparison of enriched pathways in BIO 300 and vehicle-treated animals with or without TBI. The top 20 pathways by z-score with Fisher’s exact test *p* < 0.05 from mice treated with BIO 300 (200 mg/kg, BID) and with TBI were compared to Day 0 and Day 1 of unirradiated animals treated with BIO 300 (200 mg/kg, BID) and vehicle-treated animals that were unirradiated or exposed to radiation. Shaded squares indicated z-score (blue, negative z-score; orange, positive z-score). Squares with an ‘X’ indicate that the pathway was not enriched to any degree within the specified group. A black dot indicates that the absolute z-score value is >2.

**Figure 6:**
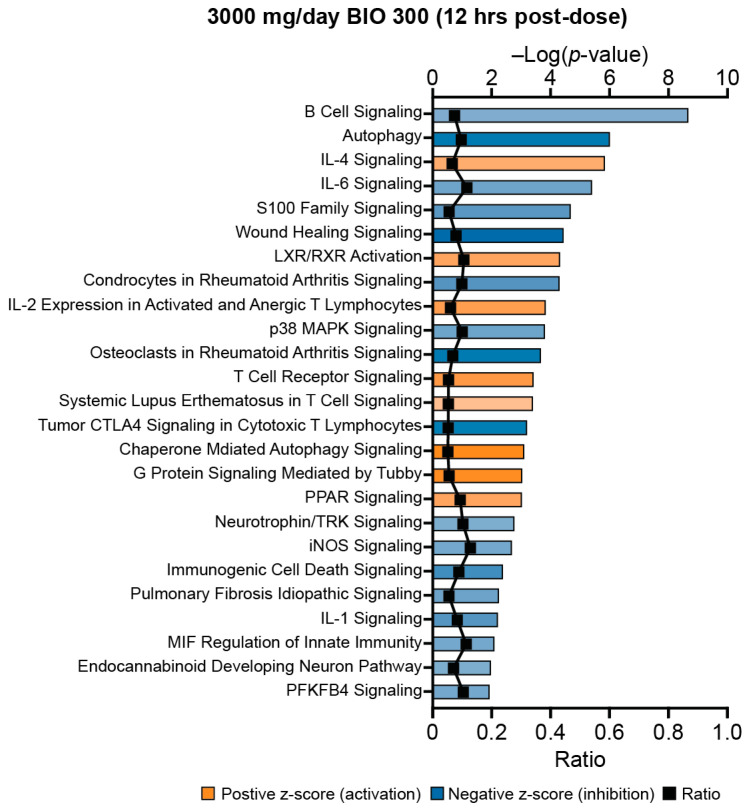
Top enriched signaling pathways in healthy volunteers treated with BIO 300 Oral Powder. Top 25 canonical pathways identified using IPA that have a Fisher’s exact test *p* < 0.05 and an absolute z-score > 2 in healthy volunteers treated with BIO 300 once daily at 3000 mg/day for six consecutive days. Whole blood was sampled at 12 h after the last dose for transcriptomic analyses and changes in gene expression were compared to whole blood sampled just prior to the first dose. Data were adapted from a previously published phase 1 clinical trial of healthy volunteers. Blue bars indicate predicted inhibition of the pathway and orange bars indicate predicted activation. The darker the shading of the bars, the higher the absolute z-score. The black symbols represent the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway.

**Table 1:** Significantly differentially expressed genes.

Control	Treatment	Up	Down	Total DEGs
Vehicle–Day 1	BIO 300 (200 mg/kg)–Day 1	3555	4125	7680
Vehicle–Day 1	BIO 300 (100 mg/kg)–Day 1	3612	4036	7648
Vehicle–Day 1	Vehicle + TBI–Day 1	4506	2676	7182
Vehicle–Day 0	Vehicle + TBI–Day 1	3244	2146	5390
Vehicle–Day 0	BIO 300 (50 mg/kg)–Day 0	8	1131	1139
Vehicle–Day 1	BIO 300 (50 mg/kg)–Day 1	35	20	55
Vehicle–Day 0	Vehicle–Day 1	1	37	38
Vehicle–Day 0	BIO 300 (200 mg/kg)–Day 0	3	0	3
Vehicle–Day 0	BIO 300 (100 mg/kg)–Day 0	0	2	2
Vehicle + TBI–Day 1	BIO 300 (200 mg/kg) + TBI–Day 1	0	0	0

Significantly Differentially expressed genes from RNA-seq data using *DESeq2* analysis are shown. Significance based on adjusted *p* < 0.05 and absolute log2 fold change > 1. *DEGs*, differentially expressed genes; *TBI*, total-body irradiation.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE268247. The data can be directly accessed via the link (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE268247, accessed on 10 July 2024).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25168818/s1.

## References

[1] Singh V.K., Seed T.M. (2017). A review of radiation countermeasures focusing on injury-specific medicinals and regulatory approval status: Part I. Radiation sub-syndromes, animal models and FDA-approved countermeasures. Int. J. Radiat. Biol..

[2] Van Dyk J., Keane T., Kan S., Rider W., Fryer C. (1981). Radiation pneumonitis following large single dose irradiation: A re-evaluation based on absolute dose to lung. Int. J. Radiat. Oncol. Biol. Phys..

[3] Gross N.J. (1977). Pulmonary Effects of Radiation Therapy. Ann. Intern. Med..

[4] Williams J.P., Jackson I.L., Shah J.R., Czarniecki C.W., Maidment B.W., DiCarlo A.L. (2012). Animal models and medical countermeasures development for radiation-induced lung damage: Report from an NIAID workshop. Radiat. Res..

[5] Elliott T.B., Deutz N.E., Gulani J., Koch A., Olsen C.H., Christensen C., Chappell M., Whitnall M.H., Moroni M. (2014). Gastrointestinal acute radiation syndrome in Göttingen minipigs (*Sus scrofa domestica*). Comp. Med..

[6] Farese A., MacVittie T. (2015). Filgrastim for the treatment of hematopoietic acute radiation syndrome. Drugs Today.

[7] Singh V., Seed T. (2018). An update on sargramostim for treatment of acute radiation syndrome. Drugs Today.

[8] Hankey K.G., Farese A.M., Blaauw E.C., Gibbs A.M., Smith C.P., Katz B.P., Tong Y., Prado K.L., MacVittie T.J. (2015). Pegfilgrastim Improves Survival of Lethally Irradiated Nonhuman Primates. Radiat. Res..

[9] Clayton N.P., Khan-Malek R.C., Dangler C.A., Zhang D., Ascah A., Gains M., Gardner B., Mockbee C., Keutzer J.M., McManus J. (2021). Sargramostim (rhu GM-CSF) Improves Survival of Non-Human Primates with Severe Bone Marrow Suppression after Acute, High-Dose, Whole-Body Irradiation. Radiat. Res..

[10] Zhong Y., Pouliot M., Downey A.-M., Mockbee C., Roychowdhury D., Wierzbicki W., Authier S. (2021). Efficacy of delayed administration of sargramostim up to 120 hours post exposure in a nonhuman primate total body radiation model. Int. J. Radiat. Biol..

[11] Farese A.M., Cohen M.V., Katz B.P., Smith C.P., Gibbs A., Cohen D.M., MacVittie T.J. (2013). Filgrastim Improves Survival in Lethally Irradiated Nonhuman Primates. Radiat. Res..

[12] Lazarus H.M., McManus J., Gale R.P. (2022). Sargramostim in acute radiation syndrome. Expert Opin. Biol. Ther..

[13] Wong K., Chang P.Y., Fielden M., Downey A.M., Bunin D., Bakke J., Gahagen J., Iyer L., Doshi S., Wierzbicki W. (2020). Pharmacodynamics of romiplostim alone and in combination with pegfilgrastim on acute radiation-induced thrombocytopenia and neutropenia in non-human primates. Int. J. Radiat. Biol..

[14] Bunin D.I., Javitz H.S., Gahagen J., Bakke J., Lane J.H., Andrews D.A., Chang P.Y. (2023). Survival and Hematologic Benefits of Romiplostim after Acute Radiation Exposure Supported FDA Approval under the Animal Rule. Int. J. Radiat. Oncol. Biol. Phys..

[15] U.S. Food and Drug Administration (2024). Radiological and Nuclear Emergency Preparedness Information from FDA. https://www.fda.gov/emergency-preparedness-and-response/mcm-issues/radiological-and-nuclear-emergency-preparedness-information-fda.

[16] Fresenius Kabi (2023). STIMUFEND (Pegfilgrastim-Fpgk) is Biosimilar* to NEULASTA (pegfilgrastim). https://www.fda.gov/media/172679/download?attachment.

[17] Coherus BioSciences Inc (2022). UDENYCA (Pegfilgrastim-Cbqv) is Biosimilar* to NEULASTA (Pegfilgrastim). https://www.accessdata.fda.gov/drugsatfda_docs/label/2022/761039s014lbl.pdf.

[18] Singh V.K., Seed T.M. (2023). Development of gamma-tocotrienol as a radiation medical countermeasure for the acute radiation syndrome: Current status and future perspectives. Expert Opin. Investig. Drugs.

[19] Kiang J.G., Cannon G., Singh V.K. (2024). An Overview of Radiation Countermeasure Development in Radiation Research from 1954 to 2024. Radiat. Res..

[20] Singh V.K., Fatanmi O.O., Wise S.Y., Carpenter A., Nakamura-Peek S., Serebrenik A.A., Kaytor M.D. (2022). A novel oral formulation of BIO 300 confers prophylactic radioprotection from acute radiation syndrome in mice. Int. J. Radiat. Biol..

[21] Landauer M.R., Harvey A.J., Kaytor M.D., Day R.M. (2019). Mechanism and therapeutic window of a genistein nanosuspension to protect against hematopoietic-acute radiation syndrome. J. Radiat. Res..

[22] Singh V.K., Serebrenik A.A., Fatanmi O.O., Wise S.Y., Carpenter A.D., Janocha B.L., Kaytor M.D. (2023). The Radioprotectant, BIO 300, Protects the Lungs from Total-Body Irradiation Injury in C57L/J Mice. Radiat. Res..

[23] U.S. Food and Drug Administration (2015). Guidance Document: Product Development under the Animal Rule. http://www.fda.gov/downloads/drugs/guidancecomplianceregulatoryinformation/guidances/ucm399217.pdf.

[24] Vellichirammal N.N., Sethi S., Avuthu N., Wise S.Y., Carpenter A.D., Fatanmi O.O., Guda C., Singh V.K. (2023). Transcriptome profile changes in the jejunum of nonhuman primates exposed to supralethal dose of total- or partial-body radiation. BMC Genom..

[25] Vellichirammal N.N., Sethi S., Pandey S., Singh J., Wise S.Y., Carpenter A.D., Fatanmi O.O., Guda C., Singh V.K. (2022). Lung transcriptome of nonhuman primates exposed to total- and partial-body irradiation. Mol. Ther.-Nucleic Acids.

[26] Li Y., Girgis M., Jayatilake M., Serebrenik A.A., Cheema A.K., Kaytor M.D., Singh V.K. (2022). Pharmacokinetic and metabolomic studies with a BIO 300 Oral Powder formulation in nonhuman primates. Sci. Rep..

[27] Girgis M., Li Y., Ma J., Sanda M., Wise S.Y., Fatanmi O.O., Kaytor M.D., Cheema A.K., Singh V.K. (2020). Comparative proteomic analysis of serum from nonhuman primates administered BIO 300: A promising radiation countermeasure. Sci. Rep..

[28] Serebrenik A.A., Verduyn C.W., Kaytor M.D. (2023). Safety, Pharmacokinetics, and Biomarkers of an Amorphous Solid Dispersion of Genistein, a Radioprotectant, in Healthy Volunteers. Clin. Pharmacol. Drug Dev..

[29] Xia C., Braunstein Z., Toomey A.C., Zhong J., Rao X. (2017). S100 Proteins As an Important Regulator of Macrophage Inflammation. Front. Immunol..

[30] Carr D.J. (1998). Increased levels of IFN-gamma in the trigeminal ganglion correlate with protection against HSV-1-induced encephalitis following subcutaneous administration with androstenediol. J. Neuroimmunol..

[31] Haroun R., Naasri S., Oweida A.J. (2023). Toll-Like Receptors and the Response to Radiotherapy in Solid Tumors: Challenges and Opportunities. Vaccines.

[32] U.S. Food and Drug Administration (2018). More about Biomarkers & Qualification. https://www.fda.gov/Drugs/DevelopmentApprovalProcess/DrugDevelopmentToolsQualificationProgram/BiomarkerQualificationProgram/ucm535408.htm.

[33] Ha C.T., Li X.-H., Fu D., Xiao M., Landauer M.R. (2013). Genistein nanoparticles protect mouse hematopoietic system and prevent proinflammatory factors after gamma irradiation. Radiat. Res..

[34] Jia Z., Babu P.V.A., Si H., Nallasamy P., Zhu H., Zhen W., Misra H.P., Li Y., Liu D. (2013). Genistein inhibits TNF-α-induced endothelial inflammation through the protein kinase pathway A and improves vascular inflammation in C57BL/6 mice. Int. J. Cardiol..

[35] Sutrisno S., Aprina H., Simanungkalit H.M., Andriyani A., Barlianto W., Sujuti H., Santoso S., Dwijayasa P.M., Wahyuni E.S., Mustofa E. (2018). Genistein modulates the estrogen receptor and suppresses angiogenesis and inflammation in the murine model of peritoneal endometriosis. J. Tradit. Complement. Med..

[36] U.S. Food and Drug Administration (2005). Guidance for Industry: Estimating the Maximum Safe Starting Dose in Initial Clinical Trials for Therapeutics in Adult Healthy Volunteers. https://www.fda.gov/regulatory-information/search-fda-guidance-documents/estimating-maximum-safe-starting-dose-initial-clinical-trials-therapeutics-adult-healthy-volunteers.

[37] Simone C.B., Serebrenik A.A., Gore E.M., Mohindra P., Brown S.L., Wang D., Chetty I.J., Vujaskovic Z., Menon S., Thompson J. (2023). Multicenter phase 1b/2a clinical trial of radioprotectant BIO 300 oral suspension for patients with non-small cell lung cancer receiving concurrent chemoradiotherapy. Int. J. Radiat. Oncol. Biol. Phys..

[38] Chen B.J., Deoliveira D., Spasojevic I., Sempowski G.D., Jiang C., Owzar K., Wang X., Gesty-Palmer D., Cline J.M., Bourland J.D. (2010). Growth hormone mitigates against lethal irradiation and enhances hematologic and immune recovery in mice and nonhuman primates. PLoS ONE.

[39] Jackson I.L., Zodda A., Gurung G., Pavlovic R., Kaytor M.D., Kuskowski M.A., Vujaskovic Z. (2017). BIO 300, a nanosuspension of genistein, mitigates pneumonitis/fibrosis following high-dose radiation exposure in the C57L/J murine model. Br. J. Pharmacol..

[40] Huang W., Yu J., Jones J.W., Carter C.L., Pierzchalski K., Tudor G., Booth C., MacVittie T.J., Kane M.A. (2019). Proteomic evaluation of the acute radiation syndrome of the gastrointestinal tract in a murine total-body irradiation model. Health Phys..

[41] Patterson A.M., Vemula S., Plett P.A., Sampson C.H., Chua H.L., Fisher A., Wu T., Sellamuthu R., Feng H., Katz B.P. (2022). Age and Sex Divergence in hematopoietic radiosensitivity in aged mouse models of the hematopoietic acute radiation syndrome. Radiat. Res..

[42] Li Y., Singh J., Varghese R., Zhang Y., Fatanmi O.O., Cheema A.K., Singh V.K. (2021). Transcriptome of rhesus macaque (*Macaca mulatta*) exposed to total-body irradiation. Sci. Rep..

[43] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[44] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[45] Liao Y., Smyth G.K., Shi W. (2013). The Subread aligner: Fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[46] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[47] Krämer A., Green J., Pollard J., Tugendreich S. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics.

# Supplementary material for: BIO 300 Attenuates Whole Blood Transcriptome Changes in Mice Exposed to Total-Body Radiation
**Source:** Int J Mol Sci. 2024 Aug 13;25(16):8818. doi: 10.3390/ijms25168818
**Supplement:** Supplementary file 1

## **SUPPLEMENTARY INFORMATION FOR:**

### **BIO 300 attenuates whole blood transcriptome changes in mice exposed to total-body radiation**

Artur A. Serebrenik, Oluseyi O. Fatanmi, Stephen Y. Wise, Sarah A Petrus, Michael D. Kaytor,  
Vijay K. Singh

#### **TABLE OF CONTENTS:**

**Supplementary Figure S1. Top enriched signaling pathways in mice treated with a 50 mg/kg dose of BIO 300.**

**Supplementary Figure S2. Top enriched signaling pathways in mice treated with a 100 mg/kg dose of BIO 300.**

**Supplementary Table S1. Pathways for Figure 4A**

**Supplementary Table S2. Pathways for Figure 4B**

**Supplementary Table S3. S100 signaling pathway genes log2 fold change**

**Supplementary Table S4. Pathogen-induced cytokine storm signaling pathway genes log2 fold change**

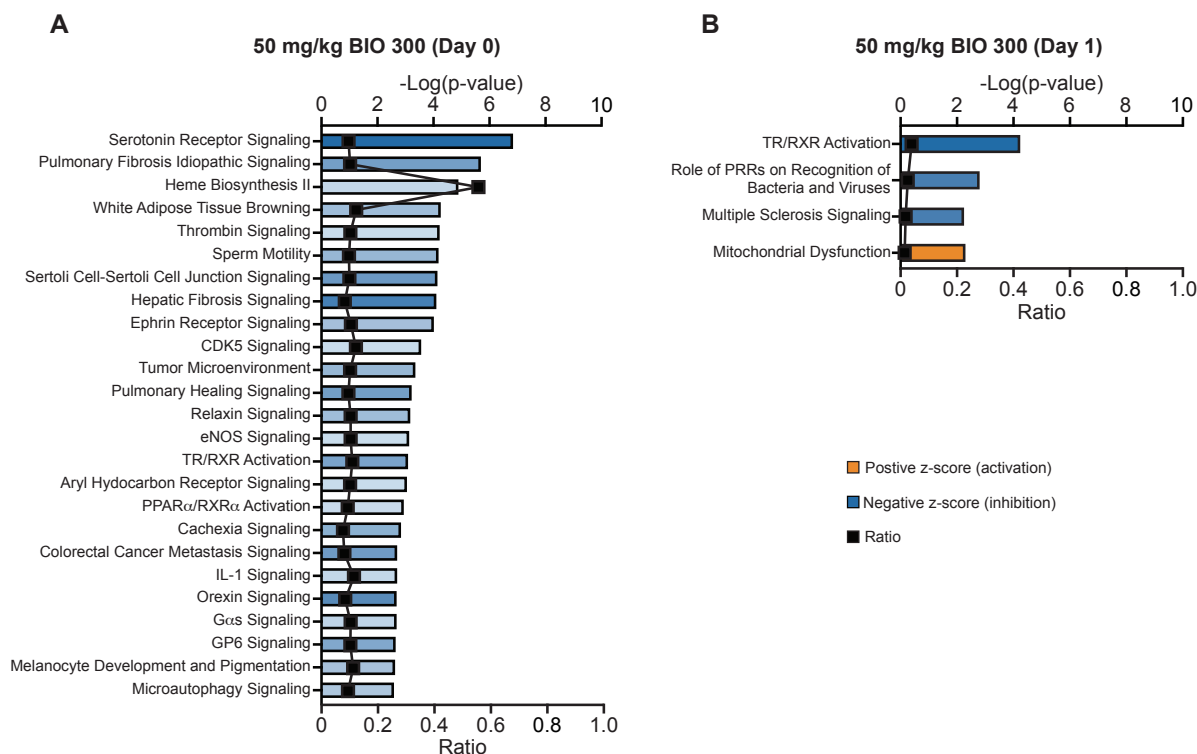

**Supplementary Figure S1.** Top enriched signaling pathways in mice treated with a 50 mg/kg dose of BIO 300. Top 25 canonical pathways identified using IPA that have a Fisher's exact test  $p < 0.05$  and an absolute z-score  $> 2$  in animals treated with BIO 300 (50 mg/kg, BID) at ( **A** ) 24 h (Day 0) and ( **B** ) 48 h (Day 1) after their last dose of BIO 300. Gene expression was compared to the respective vehicle groups in order to determine the top predicted activated or inhibited pathways. Blue bars indicate predicted inhibition of the pathway and orange bars indicate predicted activation. The darker the shading of the bars, the higher the absolute z-score. The black symbols represent the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway. If less than 25 pathways are shown, then all enriched canonical pathways are represented.

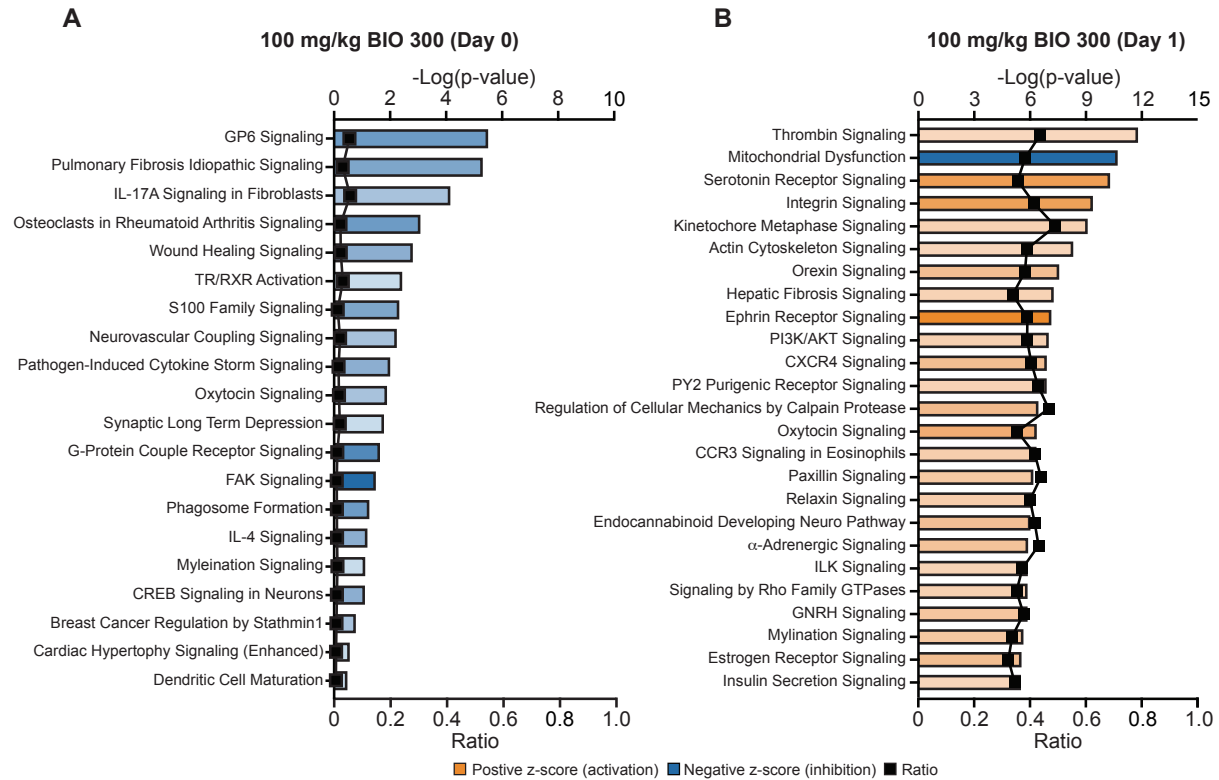

**Supplementary Figure S2.** Top enriched signaling pathways in mice treated with a 100 mg/kg dose of BIO 300. Top 25 canonical pathways identified using IPA that have a Fisher's exact test  $p < 0.05$  and an absolute z-score  $> 2$  in animals treated with BIO 300 (100 mg/kg, BID) at ( **A** ) 24 h (Day 0) and ( **B** ) 48 h (Day 1) after their last dose of BIO 300. Gene expression was compared to the respective vehicle groups in order to determine the top predicted activated or inhibited pathways. Blue bars indicate predicted inhibition of the pathway and orange bars indicate predicted activation. The darker the shading of the bars, the higher the absolute z-score. The black symbols represent the ratio of enriched genes in the data set compared to the total number of genes associated with the pathway. If less than 25 pathways are shown, then all enriched canonical pathways are represented.

Supplementary Table S1. Pathways for Figure 4A

| © 2000-2024 QIAGEN. All rights reserved.                                                             |                                                                       |               |        |         |
|------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|---------------|--------|---------|
| Ingenuity Canonical Pathway Category                                                                 | Ingenuity Canonical Pathways                                          | -log(p-value) | Ratio  | z-score |
| Cellular Growth, Proliferation and Development                                                       | DHCR24 Signaling Pathway                                              | 24.9          | 0.292  | -6.008  |
| Ingenuity Toxicity List Pathways, Nuclear Receptor Signaling                                         | LXR/RXR Activation                                                    | 28.1          | 0.333  | -5.048  |
| Cellular Stress and Injury, Disease-Specific Pathways                                                | Pulmonary Fibrosis Idiopathic Signaling Pathway                       | 3.15          | 0.0736 | -4.491  |
| Disease-Specific Pathways                                                                            | Pathogen Induced Cytokine Storm Signaling Pathway                     | 2.11          | 0.062  | -4.379  |
| Cellular Stress and Injury, Cancer                                                                   | S100 Family Signaling Pathway                                         | 1.37          | 0.048  | -4.11   |
| Ingenuity Toxicity List Pathways, Xenobiotic Metabolism                                              | Xenobiotic Metabolism PXR Signaling Pathway                           | 6.86          | 0.123  | -3.962  |
| Cellular Growth, Proliferation and Development, Organismal Growth and Development                    | Human Embryonic Stem Cell Pluripotency                                | 2.23          | 0.0746 | -3.873  |
| Ingenuity Toxicity List Pathways, Xenobiotic Metabolism                                              | Xenobiotic Metabolism General Signaling Pathway                       | 2.73          | 0.0909 | -3.606  |
| Cardiovascular Signaling                                                                             | HIF1α Signaling                                                       | 2.47          | 0.0769 | -3.5    |
| Cellular Stress and Injury                                                                           | Wound Healing Signaling Pathway                                       | 1.71          | 0.0635 | -3.5    |
| Cancer                                                                                               | MSP-RON Signaling in Cancer Cells Pathway                             | 2.35          | 0.0857 | -3.464  |
| Cellular Immune Response                                                                             | Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 1.38          | 0.0628 | -3.464  |
| Cytokine Signaling, Apoptosis, Cellular Immune Response                                              | IL-15 Production                                                      | 2.34          | 0.0894 | -3.317  |
| Cancer                                                                                               | Role of Tissue Factor in Cancer                                       | 3.32          | 0.087  | -3.3    |
| Ingenuity Toxicity List Pathways, Nuclear Receptor Signaling                                         | TR/RXR Activation                                                     | 8.28          | 0.164  | -3.273  |
| Ingenuity Toxicity List Pathways, Xenobiotic Metabolism                                              | Xenobiotic Metabolism CAR Signaling Pathway                           | 5.73          | 0.113  | -3.273  |
| Cardiovascular Signaling, Cellular Stress and Injury                                                 | Intrinsic Prothrombin Activation Pathway                              | 12.4          | 0.381  | -3.207  |
| Cytokine Signaling                                                                                   | Role of JAK family kinases in IL-6-type Cytokine Signaling            | 3.31          | 0.127  | -3.162  |
| Cellular Growth, Proliferation and Development, Transcriptional Regulation                           | STAT3 Pathway                                                         | 1.64          | 0.0741 | -3      |
|                                                                                                      | GP6 Signaling Pathway                                                 | 2.7           | 0.0945 | -2.887  |
| Cellular Growth, Proliferation and Development, Neurotransmitters and Other Nervous System Signaling | Myelination Signaling Pathway                                         | 1.33          | 0.055  | -2.828  |
| Cancer                                                                                               | Tumor Microenvironment Pathway                                        | 1.56          | 0.067  | -2.714  |
| Cytokine Signaling                                                                                   | IL-17A Signaling in Fibroblasts                                       | 1.44          | 0.0805 | -2.646  |
| Ingenuity Toxicity List Pathways, Xenobiotic Metabolism                                              | Xenobiotic Metabolism AHR Signaling Pathway                           | 2.97          | 0.115  | -2.53   |
| Ingenuity Toxicity List Pathways, Nuclear Receptor Signaling                                         | RAR Activation                                                        | 2.47          | 0.0629 | -2.502  |
| Cellular Stress and Injury, Cancer                                                                   | Cachexia Signaling Pathway                                            | 1.62          | 0.0571 | -2.4    |
| Organismal Growth and Development                                                                    | White Adipose Tissue Browning Pathway                                 | 2.4           | 0.087  | -2.309  |
| Ingenuity Toxicity List Pathways, Cytokine Signaling                                                 | Acute Phase Response Signaling                                        | 22.4          | 0.232  | -2.236  |
| Cancer, Disease-Specific Pathways                                                                    | Estrogen-Dependent Breast Cancer Signaling                            | 3.18          | 0.122  | -2.236  |
| Cellular Stress and Injury                                                                           | Apelin Liver Signaling Pathway                                        | 2.62          | 0.185  | -2.236  |
| Organismal Growth and Development                                                                    | Sperm Motility                                                        | 1.95          | 0.0661 | -2.236  |
| Ingenuity Toxicity List Pathways, Nuclear Receptor Signaling                                         | PXR/RXR Activation                                                    | 10.1          | 0.262  | -2.183  |
| Cellular Stress and Injury, Disease-Specific Pathways                                                | Type II Diabetes Mellitus Signaling                                   | 1.67          | 0.0719 | -2      |

## Supplementary Table S2. Pathways for Figure 4B

Supplementary Table S4. Pathogen-induced cytokine storm signaling pathway genes log2 fold change

How the deposited data were processed for this re-analysis (not part of the article)

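The authors trimmed reads with Trimmomatic v.0.36, aligned them to GRCm38 with STAR v.2.5.2b and counted unique gene hits with Subread v.1.5.2, and the deposited count tables hold these integer counts without normalization. The gene annotation release was not stated. The deposited log2 fold changes were computed by the authors with DESeq2 for each pair of groups, with the version not stated. The deposited p-values and adjusted p-values come from the authors' DESeq2 Wald test with Benjamini-Hochberg adjustment. The deposited result tables also hold normalized signal columns, in which the authors divided the counts by 1 size factor per mouse, and these were used only to check the columns. The deposited log2 fold changes and p-values were used only for comparison, and every test reported was computed from the counts.

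Each of the 10 count tables held 49315 genes. The tables together gave 60 mice, 10 groups of 6, with each mouse assigned to its group by its label. Counts of a mouse present in several tables were identical. Between mice of 1 group, the smallest chi-square statistic per gene was 10.8, so no library was a copy of another in its group. Libraries of different groups were not compared in this way.

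Each comparison was fitted with edgeR 4.0.16 (estimateDisp, glmQLFit, glmQLFTest) in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, on genes with at least 10 counts summed over its mice, with TMM normalization. p-values were adjusted over all genes tested by Benjamini-Hochberg, and a DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1. Interactions were tested as contrasts in fits of 4 groups. DESeq2 1.42.0 (Wald test) was the second tool. Random splits of the mice, 100 of 462 possible for a pair of groups and 100 of 426888 for an interaction, gave the number of DEGs without a treatment effect.

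Both tools were tested on counts simulated from the mice of real comparisons, with 200 genes changed. The changes were all clearly past an absolute log2 fold change of 1, in genes with a mean count of at least 10. Recovery of smaller changes or of weakly expressed genes was not measured. At 200 mg/kg on Day 1, edgeR recovered 80.5% with 11 false calls and DESeq2 88% with 20. At 200 mg/kg on Day 0, edgeR recovered 86% with 9 false calls and DESeq2 93.5% with 34. Between the irradiated groups, edgeR recovered 39.5% with 4 false calls and DESeq2 66.5% with 50. For the irradiation interaction, edgeR recovered 46.5% with 4 false calls. The limit on changed genes called with the wrong sign was 0 for both tools at the start. DESeq2 called 1 gene with the wrong sign between the irradiated groups, and the limit for DESeq2 was relaxed to 1% after this failure. It stayed at 0 for edgeR, which had none.

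The genes reported by name were fixed by a rule. They are every gene the study names for mice in its text, the families it names (all Col genes with an alpha chain number, Fga, Fgb and Fgg, and 9 cytokine genes), and per comparison the 3 DEGs with the largest absolute log2 fold change, a mean of at least 10 CPM in 1 group and no overlap between groups. The values of Table S4 had been seen before the rule was written. Table S3 was not in the copy of the paper read here.

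Lists of marker genes were averaged per mouse as log2(CPM + 1) with TMM over all 60 mice, and compared between groups with a 2-sided exact permutation test, adjusted by Benjamini-Hochberg over 264 tests (22 lists, 12 comparisons). Of these, 75 were called and 55 had no overlap between groups. A difference over 1 between groups was the limit for naming a list, chosen after the levels were seen. Pathway analysis was not repeated, since the software and the gene sets were not used here.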

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

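The outlier test, the interaction tests and the marker lists were set before the data were examined, while the limit of 1 for a list difference, the tests of reticulocyte RNA, haemoglobin share, scaling, single platelet and B cell genes, another batch and liver RNA, and the odd and even test were chosen only after the results were seen. The tests that leave out pairs of mice were also chosen after the data had been seen. So were the correlations of S100b and of Egfr and Fgfr1 to Fgfr4 with tissue lists and the median of the hepatocyte list, after the levels per mouse had been seen.

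Dixon's test was applied to both ends of 230 groups of 6 mice (22 marker lists and the total counts, 10 groups), and 30 ends passed the critical value, where chance gives about 1 in 20 groups, or 11.5. The hepatocyte list was high in 1 mouse of its group in 6 groups: mouse 17 (vehicle Day 0, 9.11 on the log2(CPM + 1) scale), mouse 29 (vehicle Day 1, 6.35), mouse 1 (50 mg/kg Day 0, 5.42), mouse 9 (100 mg/kg Day 0, 6.79), mouse 21 (200 mg/kg Day 0, 6.66) and mouse 57 (200 mg/kg with TBI, 9.15). Liver RNA in these blood samples would give many hepatocyte genes at once, and the fewest of the 16 genes above 10 CPM in any of these mice was 14. These mice were picked by the mean of the same 16 genes, so that the count largely follows from the choice. It is no separate test of liver RNA in the sample, which remains a candidate. A difference in handling between odd- and even-numbered mice fits, with a permutation p of 1e-05, the smallest that 100000 resamples allow. The mouse number is a label and not an outcome, and what it stands for is not stated. No biological explanation was tested for these mice, since the mice of a group had the same treatment.

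The same mice recur among the other lists. The vessel wall list was high in mouse 1 (0.719), mouse 21 (0.938), mouse 43 (200 mg/kg Day 1, 1.05) and mouse 57 (4.36). The adipocyte list was high in mouse 36 (50 mg/kg Day 1, 1.79) and mouse 59 (200 mg/kg with TBI, 4.88), and the skeletal muscle list in mouse 16 (vehicle Day 0, 3.59) and mouse 57 (3.05). The pancreas list was high in mouse 22 (200 mg/kg Day 0, 0.556) and low in mouse 51 (vehicle with TBI, 0.461) and mouse 57 (0.548), and the kidney list was high in mouse 42 (100 mg/kg Day 1, 0.173). The T cell list was low in mouse 17 (4.34) and mouse 57 (2.25), and mitochondrial mRNA was high in the same mice (6.70 and 7.68). The remaining ends were the platelet list in mouse 42 (11.75), the nonpolyadenylated RNA list in mouse 38 (100 mg/kg Day 1, 6.52), the male list low in mouse 7 (100 mg/kg Day 0, 3.85) and mouse 60 (200 mg/kg with TBI, 3.96), the female gene in mouse 57 (0.835), and total counts in mouse 16 (15099415, low), mouse 30 (vehicle Day 1, 32949547, high) and mouse 4 (50 mg/kg Day 0, 16962659, low).

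Interactions past the DEG thresholds were found for 7945 genes (irradiation and the 200 mg/kg effect on Day 1), 9437 genes (200 mg/kg, Day 1 and Day 0), 10890 genes (100 mg/kg) and 2025 genes (50 mg/kg). Of 100 random permutations of the mice each, the real one included, 1, 1, 2 and 1 had as many genes. Scaled by total counts instead of TMM, the interactions held 12208, 14107, 15517 and 10577 genes.

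Blood cell lists shifted at the higher doses on Day 1. At 200 mg/kg the differences from vehicle were 2.39 for haemoglobin, 1.79 for reticulocyte, -1.83 for B cell, -1.78 for T cell, -1.36 for monocyte, 3.04 for platelet and 1.08 for mitochondrial mRNA. At 100 mg/kg they were 2.21, 1.53, -1.62, -1.70, -1.45, 2.90 and 1.68 in the same order. These values depend on the scaling. With total counts in place of TMM they were 0.92, 0.33, -3.25, -3.09, -2.69, 1.58 and -0.05 at 200 mg/kg and 0.87, 0.19, -2.93, -2.93, -2.70, 1.56 and 0.61 at 100 mg/kg, so that neither the reticulocyte shift nor the mitochondrial one at 200 mg/kg was called with both scalings. A change in blood cell composition would move the genes of a class together and apart from another class, whatever the scaling. At 200 mg/kg the lowest log2 fold change of a platelet gene was 4.27 above the highest of a B cell gene. That fits a change in composition, which could be an effect of BIO 300 on blood cells or come from handling. An effect of the dose is the biological explanation the design gives, and it was not tested apart from a batch common to both doses.

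Other explanations of the DEGs at 100 and 200 mg/kg on Day 1 were weighed. A batch of poly(A) selection against depletion, acting alone, would move all nonpolyadenylated RNAs in one direction. At 200 mg/kg Rn7sk had a log2 fold change of -2.27 and Rny1 of 2.06. At 100 mg/kg both directions were also seen with total counts (-2.79 and 1.56, adjusted p = 0.000491 for Rny1). This argues against such a batch as the only explanation. A batch together with a change in blood cell composition could move these RNAs both ways and was not excluded. GC content and transcript length were excluded, as 10641 of 11191 DEGs at 200 mg/kg stayed past the limit after both trends were subtracted. The haemoglobin share was excluded as well, since even between the mouse with the highest share at 200 mg/kg and that with the lowest with vehicle it changed the counts left for other genes by a log2 of only -0.23. Scaling was not tested by the 7880 DEGs at 200 mg/kg called in the same direction with total counts in place of TMM. Total counts moved the median log2 fold change by -1.48, so that genes lower with TMM stayed lower. At 200 mg/kg, 4073 DEGs were higher with TMM and 712 with total counts. A change of scaling moves all genes alike, so it does not account for the distance of 4.27 between platelet and B cell genes. For the other DEGs scaling was not excluded. A batch of another kind cannot be told apart from the treatment, since no batch is named for any mouse and Gm42418, an RNA gene next to Gm26917, had a log2 fold change of 2.61.

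In irradiated, vehicle-treated mice relative to Day 1, the lists differed by -3.55 (B cell), -2.44 (T cell), 2.01 (neutrophil), 2.46 (platelet), 1.98 (p53 targets), 1.04 (immediate early stress) and 2.18 (interferon), or by -3.996, -2.89, 1.61, 2.00, 1.62, 0.72 and 1.77 with total counts in place of TMM. Irradiation is the biological explanation the design gives. Whether single genes changed after irradiation through cell composition was not tested. At 50 mg/kg on Day 0 the reticulocyte list differed by -1.69, which fits a lower share of reticulocyte RNA as a candidate explanation of the DEGs there, nearly all of which were lower with TMM. With total counts the reticulocyte list differed by -1.02 and the B cell list by 1.06, and most DEGs were higher. Whether the dose or the sampling changed that share was not tested.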

How the results depend on the processing

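The term for odd or even mouse numbers, all splits of the vehicle mice between the doses, total counts in place of TMM and DESeq2 on genes with more than 120 summed counts were tests chosen only after the results were seen. No paired analysis was possible because each animal number occurs in one group only. The cause of a changed value was not tested unless a sentence gives it. A comparison value counted as kept, or the same, when it stayed within a fixed factor of the main value. Kept values can therefore still differ widely.

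DESeq2's Wald test kept 27 of 31 comparison values and called 68 DEGs at 50 mg/kg on Day 1, 37 between vehicle on Day 1 and Day 0, and 2 each at 200 and 100 mg/kg on Day 0, where edgeR called 0. Of 63 values of named genes, 57 were the same and 6 stronger.

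DESeq2 on genes with more than 120 counts kept 14 of 31 comparison values. It called 7649 DEGs at 100 mg/kg on Day 1 (11563 with edgeR), 55 at 50 mg/kg on Day 1, 38 between vehicle on Day 1 and Day 0, 3 at 200 mg/kg on Day 0 and 2 at 100 mg/kg on Day 0. Since fewer genes were tested, fewer were past an absolute log2 fold change of 1, the set used for pathway analysis: 7852 at 200 mg/kg on Day 1 (13573 with edgeR), 8213 at 100 mg/kg on Day 1 (14112), 7985 for irradiated, vehicle-treated mice against Day 1 (12610) and 6896 against Day 0 (11079), 1984 at 50 mg/kg on Day 0 (3893) and 498 on Day 1 (2171), 908 between vehicle on Day 1 and Day 0 (2449), 841 at 200 mg/kg on Day 0 (2293), 855 at 100 mg/kg on Day 0 (2294), 1430 for BIO 300 against vehicle after TBI (3259), 8216 for irradiated mice given BIO 300 against unirradiated vehicle (13036) and 5729 against unirradiated BIO 300 (10734).

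The filterByExpr limit kept 17 of 31 comparison values and also tested fewer genes. It gave 7577 DEGs at 100 mg/kg and 11 at 50 mg/kg on Day 1. Genes past the fold-change limit, in the order of the previous paragraph, numbered 7733, 7740, 6892, 5792, 1358, 183, 386, 294, 288, 487, 6916 and 4251.

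A mean count of at least 10 changed all 12 of these sets, to 7850, 8199, 7966, 6803, 1891, 495, 903, 839, 854, 1462, 8322 and 5722 in the same order. Here too fewer genes were left to count.

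Without a low-count filter, 22 of 31 comparison values were the same, and 3 DEGs were called at 50 mg/kg on Day 1. More genes were tested, and those past the fold-change limit numbered 16662 for irradiated, vehicle-treated mice against Day 0, 8856 at 50 mg/kg on Day 0, 6908 at 50 mg/kg on Day 1, 7222 between vehicle on Day 1 and Day 0, 7187 and 7124 at 200 and 100 mg/kg on Day 0, 8705 for BIO 300 against vehicle after TBI, and 16898 for irradiated against unirradiated BIO 300.

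The fit of all 60 mice kept 22 of 31 comparison values. It called 190 DEGs between BIO 300 and vehicle after TBI (0 in the fit of 12 mice), 7859 between irradiated and unirradiated BIO 300 (4873) and 1 at 200 mg/kg on Day 0. Genes past the fold-change limit numbered 6013 at 50 mg/kg on Day 0, 4421 at 50 mg/kg on Day 1, 4602 between vehicle on Day 1 and Day 0, 5033 and 4785 at 200 and 100 mg/kg on Day 0, and 5310 for BIO 300 against vehicle after TBI.

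Without a fold-change limit, 3 of 16 counts moved: 3449 DEGs at 50 mg/kg on Day 0 (1103 with the limit), 2 at 50 mg/kg on Day 1, and 4607 genes in the 50 mg/kg interaction (2025). An adjusted p limit of 0.1 moved 1 of 16, to 36 DEGs at 50 mg/kg on Day 1.

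DESeq2's size factors in edgeR kept all 31 comparison values, and so did the term for odd or even numbers. The removal of haemoglobin genes kept 32 of 32. The odd and even term changed calls of named genes in irradiated, vehicle-treated mice. Fgfr1 was no longer called (1.94 against Day 1 and 1.73 against Day 0), and Fgfr2 (4.29) and Hc (4.42) were called against Day 1. The NK cell list at 200 mg/kg on Day 1 (-0.05) changed sign with a pseudocount of 5 (0.0210) and with DESeq2 size factors (0.0467).

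Total counts in place of TMM kept 28 of 32 comparison values within the fixed factor named above. Those include 16119 against 11241 DEGs at 200 mg/kg and 15715 against 11563 at 100 mg/kg on Day 1. Directions changed, since the scaling moved the median log2 fold change by up to 1.48. The values that moved were 2870 DEGs at 50 mg/kg on Day 0 (1103 with TMM), 9323 between irradiated and unirradiated BIO 300 (4873), and 12208 (7945) and 10577 (2025) genes in the irradiation and 50 mg/kg interactions. Of 63 values of named genes, 59 were the same and 4 weaker, and of 60 list differences 41 were the same, 5 weaker, 5 stronger and 9 reversed. The reversed differences were hepatocyte (-0.29), vessel wall (-0.14), adipocyte (-0.0396), neutrophil (-1.12) and p53 targets (-0.82) at 200 mg/kg on Day 1, neutrophil (-0.88) and p53 targets (-0.70) at 100 mg/kg on Day 1, and neutrophil (0.35) and p53 targets (0.49) at 50 mg/kg on Day 0.

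Leaving out each mouse in turn kept 381 of 384 comparison values. At 50 mg/kg on Day 1 the DEGs ranged from 0 to 59 (29 without mouse 27, 59 without mouse 36), and genes past the fold-change limit for BIO 300 against vehicle after TBI from 2806 without mouse 51 to 4912 without mouse 57. Of 756 values of named genes, 11 were reversed. Against vehicle on Day 0, the log2 fold change after TBI without mouse 51 and without mouse 17 was -1.28 and 7.53 for Egfr, -0.73 and 6.32 for Fgfr2, -0.37 and 4.05 for Fgfr3, -0.10 and 1.80 for Tlr3, -0.16 and 10.44 for Hc, -0.53 and 12.47 for Fga, -0.79 and 12.56 for Fgb, and -0.61 and 14.66 for Fgg. For BIO 300 against vehicle after TBI, the values without mouse 57 and without mouse 51 were -6.81 and 0.29 for Egfr, -3.43 and 1.36 for Fgfr1, and -2.83 and 0.46 for Tlr3.

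With the vehicle mice of Day 1 split between the doses, 80.5% and 73.7% of the DEGs were shared (85.4% and 83.0% otherwise). The random split had put all odd-numbered mice with 200 mg/kg, and over all 20 splits the shares were 72.9% to 85.9% and 69.2% to 80.7%.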

Differences from the paper's values

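The alternative that requires more than 120 summed counts with DESeq2 was chosen only after the values were seen. All other settings named here were set before the data were examined. A count was listed only when it and the paper's were further apart than a fixed factor. By that rule the paper's total of 7680 DEGs at 200 mg/kg on Day 1, with 11241 here, is left out. So is the paper's share of DEGs common to both doses, against 85.4% and 83.0% here.

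At 200 mg/kg on Day 1 the paper's number of lower DEGs is 4125 and 7168 were found here. With filterByExpr, at 4116, the numbers no longer differ, and with the other settings set beforehand they do. DESeq2 on genes with more than 120 counts, chosen after seeing the values, gave 4151 and dropped 0 of the paper's 7680 DEGs. At 100 mg/kg on Day 1 the paper's numbers are 4036 lower and 7648 in total, and 7249 and 11563 were found here. filterByExpr removed both differences and DESeq2 the one in the total, while the other settings set beforehand removed neither. DESeq2 on genes with more than 120 counts, chosen after seeing the values, gave 4037 and 7649 and dropped 0 of the paper's DEGs.

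For irradiated against unirradiated, vehicle-treated mice on Day 1, the paper's number of lower DEGs is 2676 and 4122 were found here. DESeq2, DESeq2's size factors in edgeR, no low-count filter and filterByExpr removed the difference. The fit of all 60 mice, the removal of haemoglobin genes, the lack of a fold-change limit and the adjusted p limit of 0.1 did not. DESeq2 on genes with more than 120 counts, chosen after seeing the values, gave 2682 and dropped 0 of the paper's DEGs.

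At 50 mg/kg on Day 0 the paper's number of higher DEGs is 8 and 31 were found here. filterByExpr and the fit of all 60 mice removed the difference, and the other settings set beforehand did not. At 50 mg/kg on Day 1 the paper's numbers are 35 higher, 20 lower and 55 in total, and 0, 0 and 0 were found here. DESeq2 removed all of these differences, with 43 higher and 25 lower, the adjusted p limit of 0.1 removed the first, and the other settings set beforehand removed none. In both comparisons DESeq2 on genes with more than 120 counts, chosen after seeing the values, gave the paper's numbers and dropped 0 of the paper's DEGs.

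Between vehicle on Day 1 and Day 0 the paper's numbers are 1 higher, 37 lower and 38 in total, and 0, 0 and 0 were found here. On Day 0 the paper's numbers are 3 higher and 3 in total at 200 mg/kg, where 0 and 0 were found, and 2 lower and 2 in total at 100 mg/kg, where 0 and 0 were found. DESeq2 removed each of these differences, and the other settings set beforehand removed none. DESeq2 on genes with more than 120 counts, chosen after seeing the values, gave the paper's numbers in all 3 comparisons and dropped 0 of the paper's DEGs.

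The paper states a significant decrease of Tgfa with BIO 300 after irradiation. Here its log2 fold change was -1.29 with an adjusted p of 1.00, and in the authors' deposited table the adjusted p was also 1.00. The paper's text counts the genes called on Day 0 at 100 and 200 mg/kg together as fewer than its Table 1, in which 3 and 2 are listed.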

Other observations

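The odd and even comparison, the tests within odd- and even-numbered mice, the exclusion of pairs, the median of the hepatocyte list, the correlations with tissue lists and the direct comparison of 200 with 100 mg/kg were tests chosen only after the results were seen. The scaling by total counts was also chosen after the results were seen. The other lists and tests were set before.

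Liver transcripts were higher in odd- than in even-numbered mice. The hepatocyte list was higher in odd-numbered mice in 10 of 10 groups (mean difference 3.08 on the log2(CPM + 1) scale, permutation p = 1e-05, the smallest possible, 0.00022 after adjustment over 22 lists). The highest even-numbered mouse was at 0.280, and 21 of 30 odd-numbered mice were above it. At least 10 of the 16 genes were above 10 CPM in 11 odd-numbered and 0 even-numbered mice. The vessel wall list was also higher in odd-numbered mice in 10 of 10 groups (0.49, permutation p = 0.00229, adjusted 0.0168). Another 6 lists were lower with an adjusted p under 0.05: haemoglobin (-0.51), reticulocyte (-0.39), B cell (-0.22), platelet (-0.39), p53 targets (-0.07) and nonpolyadenylated RNA (-0.42). The adipocyte list was not (0.47, permutation p = 0.126). According to the paper, blood was drawn from the inferior vena cava. Liver RNA in some samples may come from the blood draw, which was not tested. The cause of the difference between odd and even numbers was not tested.

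Fits within odd-numbered and within even-numbered mice (3 against 3) gave different values for the genes of the irradiation comparison. Between BIO 300 and vehicle after TBI, S100b had a log2 fold change of -2.42 (standard error 1.26) in odd-numbered and 0.07 (0.87) in even-numbered mice, C3 had -2.62 (1.79) and -0.48 (0.27), and the median of Egfr and Fgfr1 to Fgfr4 was -2.13 and -0.07. Fibrinogen genes had a median of -2.50 in odd-numbered mice and were too low to test in even-numbered ones. The toll-like receptor genes lay between -1.02 and 0.07 in odd-numbered and between -0.66 and -0.24 in even-numbered mice. Neither fit called a DEG with edgeR, while 237 and 729 genes had an unadjusted p under 0.05. For TBI against vehicle on Day 1, S100b was 2.76 (0.80) and -0.48 (0.98), C3 was 5.43 (1.74) and 1.19 (0.33), and 2613 and 9338 DEGs were called. The difference between odd- and even-numbered mice in these values was not tested gene by gene.

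Values that depend on a few irradiated, vehicle-treated mice are candidates for liver, vessel wall or adipose RNA in the blood samples. The hepatocyte list had a median of 0.270 in these 6 mice, within the medians of the other 9 groups (0.0660 to 0.604), and a highest value of 10.3 in mouse 51. This fits liver RNA in a few libraries. The sources of S100b and of Egfr and Fgfr1 to Fgfr4 were tested in the 48 mice without irradiation, by correlation within their 8 groups and permutation of mice within groups. S100b went with the adipocyte list (r = 0.73, permutation p = 1e-05, the smallest possible, adjusted 2e-05), and its correlations with the hepatocyte (0.12, p = 0.574) and vessel wall (0.18, p = 0.392) lists were not significant. This fits adipose RNA as a source of S100b. The mean of Egfr and Fgfr1 to Fgfr4 went with the hepatocyte list (r = 0.96, permutation p = 1e-05, adjusted 2e-05) and the vessel wall list (0.89, the same p), with a correlation of 0.19 with the adipocyte list (p = 0.294). This fits liver or vessel wall RNA as a source, and the test does not say which of them. It also does not measure how much of the values after irradiation comes from such RNA. For 200 mg/kg on Day 0, the median of the collagen genes nearest 0 was -0.0511, without mice 16 and 17. The value nearest 0 moves toward 0 whatever the source, so that tissue RNA in vehicle libraries cannot be told apart from other differences between those mice. A lower inflammatory response with BIO 300 is the biological explanation the design gives. Over the 15 pairs of irradiated, vehicle-treated mice left out, the toll-like receptor median stayed between -0.48 and -0.04, with 0 DEGs in each.

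Random splits of the mice gave the number of DEGs without a treatment effect. Including the real grouping, 1 of 100 splits had as many DEGs at 200 and 100 mg/kg on Day 1, for irradiated, vehicle-treated mice against Day 1 and Day 0, for 50 mg/kg on Day 0, and for irradiated mice given BIO 300 against unirradiated vehicle and unirradiated BIO 300, so that a random grouping is excluded there. In the 5 comparisons without DEGs the number of splits says nothing, since each of the 100 has at least 0. Among these, 1 split of the irradiated mice given BIO 300 or vehicle gave 1722 DEGs, and the largest number was 1 at 50 mg/kg on Day 1 and 0 in the other 3. The largest number in another split was 4093, for irradiated, vehicle-treated mice against Day 0, and 5759 for irradiated mice given BIO 300 against unirradiated vehicle.

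Among irradiated mice given BIO 300, the 3 largest changes relative to unirradiated vehicle, by the rule for named genes, were heart and muscle genes that depend on mouse 57. Myl2 had a log2 fold change of 9.52 and 1.70 without mouse 57, Tnnt2 7.63 and 2.57, and Ldb3 7.37 and 3.74. Relative to unirradiated BIO 300, 4873 DEGs were called, 3521 higher and 1352 lower (9100 and 223 with total counts in place of TMM), with Slfn4 (7.67) and Oas2 (5.50) named by the same rule.

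Nonpolyadenylated RNAs moved in both directions on Day 1. At 200 and 100 mg/kg, Rmrp had log2 fold changes of -2.15 and -1.19, Rny3 of 1.30 and 1.83, and Rn7s1 of 1.62 and 2.24, while Gm26917 had -2.83 and -3.22. Scaled by total counts, Rmrp and Gm26917 remained lower, while Rny3 (-0.25 and 0.45) and Rn7s1 (-0.01 and 0.86) were higher at 100 mg/kg alone. No explanation was tested beyond those named for the DEGs on that day.

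Over 12 comparisons on the TMM scale, the differences of the lists without a call lay between -1.37 and 1.32 (adipocyte), -0.14 and 0.20 (female), -1.20 and 1.93 (hepatocyte), -0.03 and 0.01 (kidney) and -0.45 and 0.98 (vessel wall). Lists with calls were B cell (6 of 12, -3.98 to 0.39), NK cell (1, -1.05 to 0.65), T cell (5, -2.44 to 0.43), haemoglobin (4, -1.74 to 2.39), histone (3, -0.58 to 0.66), immediate early stress (4, -0.21 to 1.28), interferon (7, -0.72 to 2.20), male (2, -0.29 to 0.06), mitochondrial mRNA (3, -0.83 to 1.68), monocyte (4, -1.45 to 0.33), neutrophil (6, -0.30 to 2.01), nonpolyadenylated RNA (4, -0.64 to 0.98), p53 targets (8, -0.07 to 2.20), pancreas (5, -0.09 to 0.35), platelet (6, -1.02 to 3.04), reticulocyte (5, -1.69 to 1.79) and muscle (2, -0.51 to 0.53).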
